# HMGA1 orchestrates chromatin compartmentalization and sequesters genes into 3D networks coordinating senescence heterogeneity

**DOI:** 10.1038/s41467-024-51153-8

**Published:** 2024-08-12

**Authors:** Ioana Olan, Masami Ando-Kuri, Aled J. Parry, Tetsuya Handa, Stefan Schoenfelder, Peter Fraser, Yasuyuki Ohkawa, Hiroshi Kimura, Masako Narita, Masashi Narita

**Keywords:** Senescence, Nuclear organization, Data integration

## Abstract

HMGA1 is an abundant non-histone chromatin protein that has been implicated in embryonic development, cancer, and cellular senescence, but its specific role remains elusive. Here, we combine functional genomics approaches with graph theory to investigate how HMGA1 genomic deposition controls high-order chromatin networks in an oncogene-induced senescence model. While the direct role of HMGA1 in gene activation has been described previously, we find little evidence to support this. Instead, we show that the heterogeneous linear distribution of HMGA1 drives a specific 3D chromatin organization. HMGA1-dense loci form highly interactive networks, similar to, but independent of, constitutive heterochromatic loci. This, coupled with the exclusion of HMGA1-poor chromatin regions, leads to coordinated gene regulation through the repositioning of genes. In the absence of HMGA1, the whole process is largely reversed, but many regulatory interactions also emerge, amplifying the inflammatory senescence-associated secretory phenotype. Such HMGA1-mediated fine-tuning of gene expression contributes to the heterogeneous nature of senescence at the single-cell level. A similar ‘buffer’ effect of HMGA1 on inflammatory signalling is also detected in lung cancer cells. Our study reveals a mechanism through which HMGA1 modulates chromatin compartmentalization and gene regulation in senescence and beyond.

## Abstract (web summary)

HMGA1 helps regulate the topology of the chromatin network, supporting compartmentalization. Here, Olan et al. show that, in oncogene-induced senescence, genes are included or excluded from HMGA1 cores, suggesting HMGA1 has a fine-tuning role.

## Introduction

Cellular senescence, a stable exit from the cell cycle in response to diverse stimuli, is accompanied by drastic shifts in cellular functionality constituting the SASP, typically represented by the expression of genes with high tissue specificity^1^. Consistently, senescence has been linked to epigenetic and transcriptional alterations^2^. In addition, high-throughput chromatin conformation (Hi-C) studies showed that senescence is associated with a unique 3D chromatin profile^3–8^. Based on Hi-C profiling, chromatin can be broadly divided into active (A) and repressive (B) compartments, which become more separated in senescence, marked by increased long-range B-B contacts and reduced A-B contacts^7^. This is consistent with the formation of senescence-associated heterochromatic foci^9,10^ (SAHFs), which are best described in the context of oncogene-induced senescence (OIS).

High Mobility Group A1 (HMGA1) is highly expressed in embryonic tissues^11^ and many cancer types^12^. It also plays a critical role in SAHF formation and the stability of senescence arrest^7,13,14^. Despite the physiological and pathological relevance of HMGA1^11^, its precise roles in coordinating genome organisation and gene expression are poorly understood. This is due to the lack of comprehensive understanding of its gene regulatory mechanisms. HMGA1 has three AT-hooks, which bind AT stretches of DNA. Consistent with its preference for genomic regions with a high AT content, often linked with heterochromatic genomic regions, HMGA1 can be detected microscopically in heterochromatin, including SAHFs, in which HMGA1 is an essential structural component^13^. Paradoxically, in contrast to this imaging data, HMGA1 has been described as a gene activator via direct binding to specific gene regulatory elements (promoters and enhancers), despite not possessing transcription factor activity per se^11^.

Here, we devised a strategy to resolve the contradictory roles that have been attributed to HMGA1. We integrate bulk and single-cell transcriptomic data, HMGA1 chromatin occupancy and other epigenomic profiles, as well as Hi-C 3D genome networks to quantify the impact of HMGA1 loss on chromatin organization, and to assess its gene regulatory role in OIS. Our data support an alternative mode of gene regulation by HMGA1 achieved by the modulation of chromatin environments (Supplementary Fig. 1a) and representing an additional layer of gene regulation through global chromatin configuration, rather than the traditionally characterised local cis/trans impact. HMGA1 occupancy is pervasive and heterogeneous across the genome, and it drives chromatin compartmentalization, thus reinforcing both key gene activation and repression during senescence. Considering the oncofoetal nature of HMGA1, our findings may have broad implications.

## Results

### HMGA1 modulates cellular functionality by affecting both up- and down-regulated genes in OIS

To characterise HMGA1-dependent gene regulation, we utilized the oncogenic RAS-induced senescence (OIS) culture model, IMR90 human fibroblasts expressing a 4-hydroxytamoxifen (4OHT)-inducible ER:HRAS^G12V^ fusion protein^15^. These cells were stably transduced with a well-characterised shRNA against HMGA1 (shA1) in a miR30 design or control miR30 backbone^13,16,17^, and ER:HRAS^G12V^ was then induced with 4OHT for 6 days to establish OIS or OIS-shA1 cells. 

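IMR90 cells are normal human fibroblasts from fetal lung, and 4OHT activates an oncogenic *HRAS* that was fused to an oestrogen receptor domain. The deposited count table of this experiment holds 8 libraries each of Grow, Grow-shA1, OIS and OIS-shA1 cells. OIS and OIS-shA1 cells were taken after 6 days in 100 nM 4OHT, and Grow and Grow-shA1 cells at day 0. The methods give n = 8 replicates per condition, whereas the sample labels give 6. The authors aligned reads of poly(A)-selected libraries to hg19 with STAR and counted them over the exons of each GENCODE19 gene with featureCounts, without normalization. The header of the table shows that fragments were counted without regard to strand, and that fragments with several alignments or on more than 1 gene were not counted. Where its exons overlap those of another counted gene, on either strand, a gene therefore loses the fragments that lie there, and near-identical genes lose the reads they share. Total counts ranged from 13904974 to 21337019 in the Grow libraries (median 18955158), from 14260656 to 18590171 in the Grow-shA1 libraries (median 17321618), from 1903607 to 18475595 in the OIS libraries (median 16810828) and from 14621297 to 22136571 in the OIS-shA1 libraries (median 16705692). The lowest OIS total was that of replicate 4, and the other 7 OIS libraries had at least 16088398 counts.

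Each comparison was made on the libraries of its 2 groups with edgeR's quasi-likelihood test, after TMM normalization and edgeR's filter on low counts, and p-values were adjusted over all genes tested by the Benjamini-Hochberg method. Levels are CPM computed with TMM-normalised library sizes, given as mean ± SD over the libraries of a group. HMGA1 (ENSG00000137309) lies on chromosome 6 of hg19 from 34204650 to 34214008. Its level was 479 ± 39.1 CPM (SD, n = 8) in Grow and 34.5 ± 3.89 CPM (SD, n = 8) in Grow-shA1 libraries, a log2 fold change of -3.79 (standard error 0.07, edgeR adjusted p = 2.49e-24). OIS libraries held 736 ± 66.1 CPM and OIS-shA1 libraries 59.8 ± 5.74 CPM, a log2 fold change of -3.62 (standard error 0.06, edgeR adjusted p = 1.49e-25). In both states, each of the 8 shA1 libraries lay below every library without shA1. With each library left out in turn, these log2 fold changes stayed between -3.82 and -3.75 in Grow and between -3.65 and -3.59 in OIS. HMGA1 itself was higher in all 8 OIS libraries than in every Grow library, with a log2 fold change of 0.65 (standard error 0.05, edgeR adjusted p = 1.03e-11).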

As previously shown^13^, HMGA1 depletion suppressed SAHF formation with little impact on senescence arrest, probed by cell cycle markers (Fig. 1a, Supplementary Fig. 1b). 

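The methods name edgeR and pairwise tests but no threshold, so genes were counted at an edgeR adjusted p under 0.05 with no minimum fold change. Between Grow-shA1 and Grow libraries, 3905 of the 13072 genes tested passed, 1930 of them higher and 1975 lower with shA1. Between OIS-shA1 and OIS libraries, 4784 of 13327 genes passed, 2500 higher and 2284 lower. Between OIS and Grow libraries, 9945 of 13304 passed, 5164 higher and 4781 lower in OIS. A limit on the fold change moved these counts most. With a fold change of at least 1.5, 737 genes passed in Grow-shA1 and 981 in OIS-shA1 cells, and with a fold change of at least 2, 257 and 294. The balance of directions depended on how libraries were scaled. With library sizes alone in place of TMM factors, 60.3% of the changed genes were higher in Grow-shA1 cells against 49.4% with TMM, 27.8% were higher in OIS-shA1 cells against 52.3%, and 66.2% were higher in OIS than in Grow cells against 51.9%. Of the 1664 genes that changed with shA1 in both states, 1292 (77.6%) changed in the same direction. The Grow and OIS comparisons share no library, and Pearson's correlation of their log2 fold changes, across the 5974 genes tested in both and changed in at least 1, was 0.46. Genes are not independent replicates.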

967 and 1,365 genes were significantly differentially expressed in proliferating (Grow, no 4OHT) and OIS conditions, respectively, with shA1 (Supplementary Fig. 1c). Typical SASP components, such as inflammatory cytokines (e.g., *IL1B*, *IL8*, *IL6*, and *CXCL1-3*) and matrix-degrading enzymes (e.g., *MMP1* and *MMP3*), were up-regulated in OIS cells, but they were further up-regulated in OIS-shA1 cells (Fig. 1b, Supplementary Fig. 1d). This suggests that HMGA1 acts as a transcriptional buffer for the SASP. 

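On hg19, *IL1B* (ENSG00000125538) lies from 113587328 to 113594480 on chromosome 2, *IL8* (ENSG00000169429) from 74606223 to 74609433 on chromosome 4 and *IL6* (ENSG00000136244) from 22765503 to 22771621 on chromosome 7. *CXCL1* (ENSG00000163739) lies from 74735110 to 74736959 on chromosome 4, *CXCL2* (ENSG00000081041) from 74962752 to 74965010 on chromosome 4 and *CXCL3* (ENSG00000163734) from 74902306 to 74904524 on chromosome 4. *MMP1* (ENSG00000196611) lies from 102660651 to 102668891 on chromosome 11 and *MMP3* (ENSG00000149968) from 102706532 to 102714338 on chromosome 11. Between OIS and Grow libraries, the log2 fold change was 4.91 for *CXCL3*, 4.57 for *MMP3*, 4.17 for *CXCL2*, 3.93 for *IL1B*, 3.26 for *MMP1*, 1.90 for *CXCL1* and 1.36 for *IL8*, and for these 7 genes every OIS library lay above every Grow library. The highest edgeR adjusted p of the 7 was 8.75e-08, that of *IL8*. *IL6* changed least, with a log2 fold change of 0.51 (standard error 0.14, edgeR adjusted p = 0.00163), and 1 of the 8 OIS libraries lay above all Grow libraries. The exons of *IL6* overlap an antisense gene over 428 bases, those of *MMP1* over 150 and those of *MMP3* over 32. *CXCL1*, *CXCL2* and *CXCL3* are paralogs that share sequence, which leaves their counts uncertain.

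Between OIS-shA1 and OIS libraries, *IL8* rose from 4908 ± 553 to 10576 ± 895 CPM (SD, n = 8 each), a log2 fold change of 1.11 (standard error 0.06, edgeR adjusted p = 4.39e-14). *MMP3* rose from 5176 ± 708 to 10522 ± 1148 CPM, a log2 fold change of 1.02 (standard error 0.07, edgeR adjusted p = 1.15e-11). *IL1B* rose least, from 10328 ± 537 to 13171 ± 611 CPM, a log2 fold change of 0.35 (standard error 0.04, edgeR adjusted p = 7.24e-08). With all 4 groups in 1 fit, *IL1B* kept this log2 fold change but not its side of the threshold (edgeR adjusted p = 0.125). The other alternatives gave adjusted p from edgeR or DESeq2 of at most 7.65e-06. The log2 fold change was 1.36 for *CXCL3*, 0.89 for *CXCL2*, 0.77 for *MMP1*, 0.58 for *CXCL1* and 0.36 for *IL6*, and the highest edgeR adjusted p of these 5 was 1.12e-05, that of *IL6*. Every OIS-shA1 library lay above every OIS library for 7 of the 8 genes, and for *IL6* 5 of the 8 OIS-shA1 libraries did. The highest OIS value of *IL6* was that of the shallow replicate 4, at 1422 CPM against at most 1206 CPM in the others. The median log2 fold change of the 8 genes was 0.83 (limma's camera test with its preset correlation of 0.01, adjusted p = 1.65e-10 over 10 tests of gene lists). With the correlation between the genes estimated from the data, camera gave an adjusted p of 0.0049. All 8 genes passed the threshold over all genes tested, and all 8 when adjusted over the list alone, which is not independent evidence because the paper chose the list on these libraries.

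**Figure D1:**
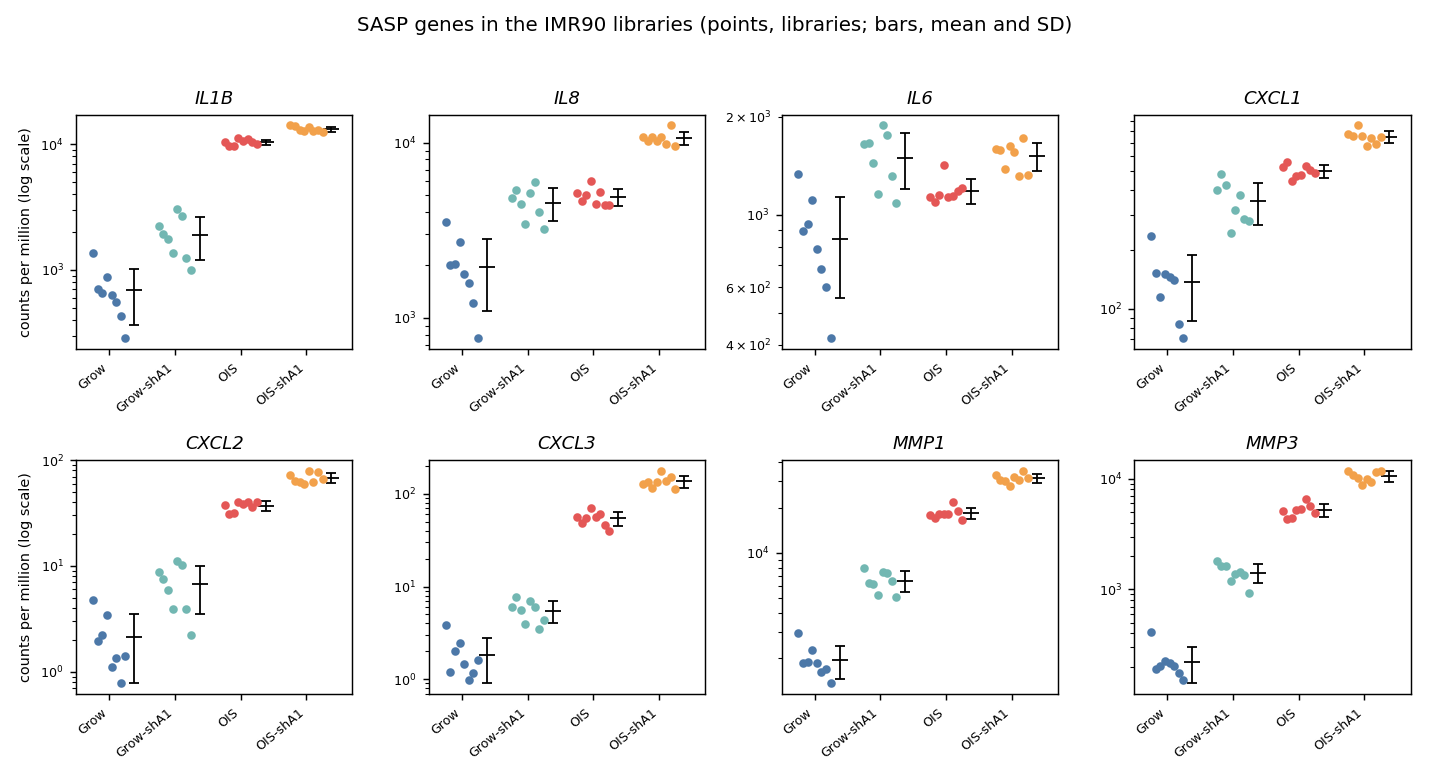
TMM-normalised CPM (log axis) of the 8 SASP genes in Grow, Grow-shA1, OIS and OIS-shA1 libraries. Each point is 1 of the 8 libraries of a group and the bars show the mean and SD. *IL8* lies at 10576 ± 895 CPM in OIS-shA1 against 4908 ± 553 CPM in OIS libraries.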

We confirmed that the IL-8 and IL-6 proteins were indeed more abundant in OIS-shA1 than OIS cells (Fig. 1a). We also performed immunofluorescence experiments for IL-8 and HMGA1 and confirmed the up-regulation of IL-8 in OIS-shA1 compared to OIS (Fig. 1c, IF and Supplementary Fig. 1f). 

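In Grow-shA1 libraries, the SASP genes *IL1B*, *IL8*, *IL6*, *CXCL1*, *CXCL2*, *CXCL3*, *MMP1* and *MMP3* had a median log2 fold change of 1.54 against Grow libraries (limma's camera test, adjusted p = 8.43e-08 with the preset correlation and 0.0625 with the correlation between its genes estimated from the data). All 8 genes passed the threshold over all genes tested, and all 8 when adjusted over the list alone, on the libraries from which the paper chose them. *MMP3* rose most, from 222 ± 79.8 to 1414 ± 275 CPM (SD, n = 8 each), a log2 fold change of 2.67 (standard error 0.15, edgeR adjusted p = 6.11e-13). *IL1B* rose from 688 ± 324 to 1909 ± 712 CPM, a log2 fold change of 1.47 (standard error 0.23, edgeR adjusted p = 2.11e-05). The log2 fold change was 1.75 for *MMP1*, 1.69 for *CXCL2*, 1.61 for *CXCL3*, 1.37 for *CXCL1*, 1.22 for *IL8* and 0.82 for *IL6*, and the highest edgeR adjusted p of these 6 was 0.000252, that of *IL6*. Every Grow-shA1 library lay above every Grow library for *MMP1*, *MMP3* and *CXCL1*, and between 5 and 7 of the 8 did for the other 5 genes. Whether the effect of shA1 differed between the states was tested with an interaction term in a fit of all 4 groups. It differed for 3281 of 13903 genes at an edgeR adjusted p under 0.05, with 1697 higher and 1584 lower in OIS than in Grow. For *MMP3*, the log2 fold change in OIS less that in Grow was -1.65 (standard error 0.18, edgeR adjusted p = 3.27e-09), for *MMP1* -0.98 (standard error 0.13, edgeR adjusted p = 5.09e-07), for *IL1B* -1.12 (standard error 0.26, edgeR adjusted p = 0.00102) and for *CXCL1* -0.79 (standard error 0.19, edgeR adjusted p = 0.00201). *CXCL2* passed as well, with a difference of -0.81 (standard error 0.30, edgeR adjusted p = 0.041), but in 18 of 36 fits. *IL6* did not pass, with a difference of -0.47 (standard error 0.18, edgeR adjusted p = 0.0591), and neither did *IL8* or *CXCL3*, with adjusted p of 0.77 and 0.462 from edgeR.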

Similar effects were observed in the transcriptomic profiles of proliferating IMR90 cells with shA1, with substantial up-regulation of SASP genes (Supplementary Fig. 1c, e), suggesting that HMGA1 has a modulatory effect on the expression of these genes in IMR90 fibroblasts.

**Fig. 1:**
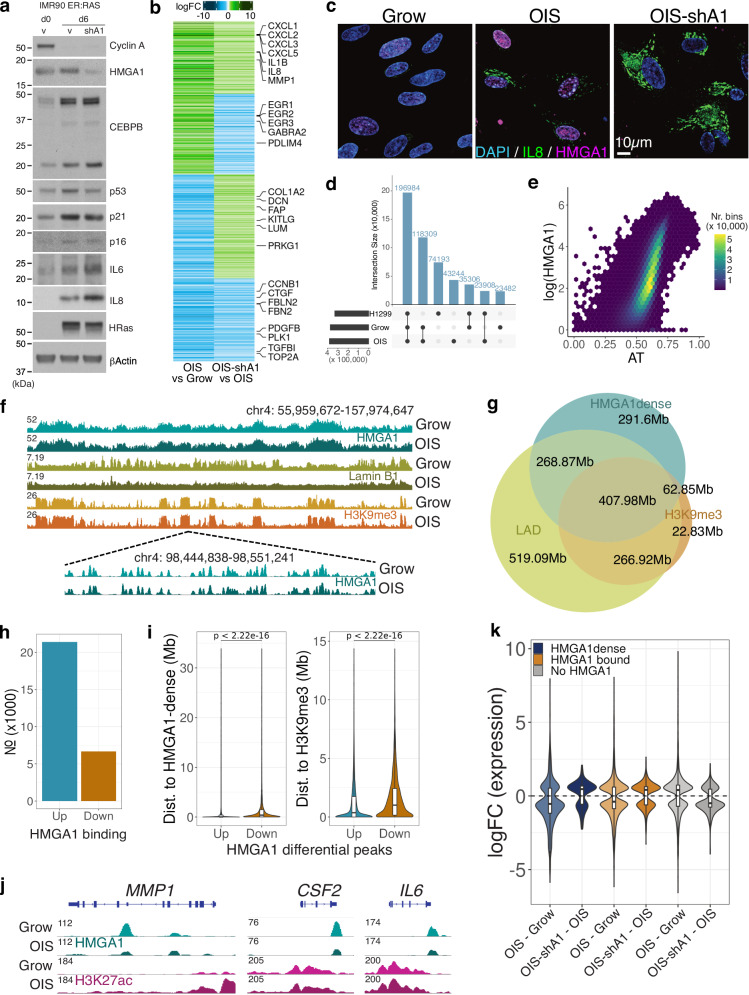
The HMGA1 effect on transcription and genome-wide binding distribution in proliferating and OIS cells. **a** Protein-level changes of key senescence genes in proliferating IMR90 (Grow; day 0), OIS (day 6) with and without shHMGA1 (shA1)—three replicates per condition. Source data are provided as a Source Data file. **b** Gene expression log-fold changes (logFC) in OIS compared to Grow and OIS-shA1 compared to OIS of the genes differentially expressed in both comparisons, clustered by the direction of the change. **c** Immunofluorescence imaging of Grow, OIS and OIS-shA1 stained for DAPI (nuclear; blue), IL-8 (green), and HMGA1 (magenta) cells (n = 2 per condition, quantification—Supplementary Fig. 1f, Source data are provided as a Source Data file). **d** Overlap between HMGA1 consensus peaks in the IMR90 Grow and OIS and H1299 cells. **e** Correlation between AT% and average (log) HMGA1 signal in 200 kb bins. **f** Top: ChIP-seq normalised signal tracks of HMGA1, H3K9me3 and Lamin B1 in the Grow and OIS conditions (IGV browser); Bottom: close-up view of the HMGA1 peaks in a smaller genomic region. **g** Overlaps (genomic area covered in Mb) between HMGA1-dense regions, Lamin-associated domains (LADs), and H3K9me3 peaks in growing IMR90 cells. **h** Number of HMGA1 binding changes in OIS compared to Grow cells (Up—increased, Down—decreased). **i** Properties of the n = 16,420 peaks with increased (Up) and n = 4060 peaks with decreased (Down) HMGA1 binding from **h**: distance to the nearest HMGA1-dense region (left) and the nearest H3K9me3 peak (right). **j** ChIP-seq normalised signal tracks of HMGA1 and H3K27ac over representative genes with decreased HMGA1 on their gene body: *MMP1*, *CSF2*, *IL6*. **k** Distribution of log-fold changes in OIS compared to Grow and OIS-shA1 compared to OIS of the genes DE in each respective comparison classified as: 1) overlapping HMGA1-dense regions (n = 893 and 218 genes), 2) with any HMGA1 binding (n = 2580 and 518 including genes in HMGA1-dense regions), and 3) not bound by HMGA1 at all (n = 2756 and 445 genes), respectively. **j**, **k** Box plot centre line represents the median, the bounds correspond to the 0.25 and 0.75 quantiles, the whiskers represent the 0.1 and 0.9 quantiles. Significance testing was performed using two-sided Wilcoxon tests.

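Fig. 1b labels 12 further genes. On hg19, *CXCL5* (ENSG00000163735) lies from 74861359 to 74864496 on chromosome 4, *EGR1* (ENSG00000120738) from 137801179 to 137805004 on chromosome 5 and *EGR2* (ENSG00000122877) from 64571756 to 64679660 on chromosome 10. *EGR3* (ENSG00000179388) lies from 22545172 to 22550815 on chromosome 8, *GABRA2* (ENSG00000151834) from 46250444 to 46477247 on chromosome 4 and *PDLIM4* (ENSG00000131435) from 131593364 to 131609147 on chromosome 5. *KITLG* (ENSG00000049130) lies from 88886570 to 88974628 on chromosome 12, *PRKG1* (ENSG00000185532) from 52750945 to 54058110 on chromosome 10 and *PDGFB* (ENSG00000100311) from 39619364 to 39640756 on chromosome 22. *PLK1* (ENSG00000166851) lies from 23688977 to 23701688 on chromosome 16, *TGFBI* (ENSG00000120708) from 135364584 to 135399507 on chromosome 5 and *TOP2A* (ENSG00000131747) from 38544768 to 38574202 on chromosome 17. *CXCL5*, *EGR1*, *EGR2*, *EGR3*, *GABRA2* and *PDLIM4* were higher in all 8 OIS libraries than in every Grow library. Of these, *CXCL5* rose further with shA1, from 256 ± 37.7 CPM (SD, n = 8) in OIS to 719 ± 140 CPM (SD, n = 8) in OIS-shA1 libraries, a log2 fold change of 1.50 (standard error 0.10, edgeR adjusted p = 2.77e-12). The other 5 fell with shA1. *GABRA2* fell from 161 ± 21 to 67.5 ± 14.3 CPM, a log2 fold change of -1.25 (standard error 0.10, edgeR adjusted p = 6.99e-11), and *EGR1* from 157 ± 10.2 to 95.9 ± 11.2 CPM, a log2 fold change of -0.71 (standard error 0.06, edgeR adjusted p = 2.42e-10). The log2 fold changes in OIS against Grow and in OIS-shA1 against OIS were 1.85 and -1.06 for *EGR2*, 3.16 and -0.81 for *EGR3* and 1.15 and -0.45 for *PDLIM4*. *KITLG*, *PRKG1*, *PDGFB*, *PLK1*, *TGFBI* and *TOP2A* were lower in OIS than in Grow libraries, *KITLG* in 5 and the others in all 8 OIS libraries below every Grow library. *KITLG* and *PRKG1* rose with shA1, *KITLG* from 61.9 ± 6.64 to 153 ± 31.6 CPM, a log2 fold change of 1.31 (standard error 0.10, edgeR adjusted p = 2.18e-11). The 2 log2 fold changes were -0.38 and 0.47 for *PRKG1*, -0.93 and -1.66 for *PDGFB*, -3.61 and -0.61 for *PLK1*, -0.71 and -0.49 for *TGFBI* and -3.41 and -0.45 for *TOP2A*. The highest edgeR adjusted p among these 24 tests was 0.000348, that of *TOP2A* in OIS-shA1. *PDLIM4* and *TOP2A* were lower in 3 of the 8 OIS-shA1 libraries than in every OIS library, and *PLK1* and *EGR2* in 7. For *PDLIM4*, the lowest OIS library was the shallow replicate 4, at 111 CPM against at least 146 CPM in the others. Antisense genes overlap the exons of *EGR3* over 164 bases, of *GABRA2* over 143, of *PRKG1* over 169 and of *PLK1* over 175.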

While the SASP can be seen as a gain-of-function phenotype of senescence, a loss-of-function phenotype is also well described: senescent fibroblasts tend to lose fibrogenic activities^1,18^. Interestingly, HMGA1 also modulated the expression of genes involved in fibrogenic activities, with HMGA1 depletion leading to further down-regulation of ECM components, e.g., *CTGF, FBLN2, FBN2*, and *BGN* (Fig. 1b). In contrast, the effect of HMGA1 on cell cycle genes was modest at the cell population level (Supplementary Fig. 1g), consistent with the phenotypic observation of limited effect of HMGA1 on the cell cycle arrest.

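On hg19, *CTGF* (ENSG00000118523) lies from 132269316 to 132272513 on chromosome 6, *FBLN2* (ENSG00000163520) from 13573824 to 13679907 on chromosome 3 and *FBN2* (ENSG00000138829) from 127593601 to 127994878 on chromosome 5. *BGN* (ENSG00000182492) lies from 152760397 to 152774263 on chromosome X. *FBLN2* fell from 5.72 ± 1.77 CPM (SD, n = 8) in OIS to 1.03 ± 0.223 CPM (SD, n = 8) in OIS-shA1 libraries, a log2 fold change of -2.40 (standard error 0.18, edgeR adjusted p = 2.7e-11). *BGN* fell from 119 ± 10.7 to 55.3 ± 7.97 CPM, a log2 fold change of -1.11 (standard error 0.07, edgeR adjusted p = 2.75e-12). The fall was smaller for *CTGF*, from 212 ± 26.1 to 151 ± 17.8 CPM, with a log2 fold change of -0.47 (standard error 0.07, edgeR adjusted p = 4.71e-06), and for *FBN2*, from 55 ± 5.97 to 41.1 ± 4.37 CPM, with a log2 fold change of -0.43 (standard error 0.07, edgeR adjusted p = 1.48e-05). Every OIS-shA1 library lay below every OIS library for *FBLN2*, *BGN* and *FBN2*, and 7 of the 8 did for *CTGF*. Antisense genes overlap the exons of *CTGF* over 195 bases and of *FBN2* over 56. The median log2 fold change of the 4 genes was -0.79 (limma's camera test, adjusted p = 1.28e-05), and all 4 passed the threshold over all genes tested and adjusted over the list alone, on the libraries that gave the list. Camera with an estimated correlation gave an adjusted p of 0.00669. Between OIS and Grow libraries, *CTGF*, *FBN2* and *FBLN2* were lower in all 8 OIS libraries than in every Grow library, with log2 fold changes of -2.49, -1.89 and -1.23. *BGN* was higher in OIS than in Grow libraries, at a log2 fold change of 0.25 (standard error 0.05, edgeR adjusted p = 8.74e-05), and 6 of the 8 OIS libraries lay above every Grow library.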

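The cell cycle genes tested here are the 97 S phase and G2/M phase genes listed in the Seurat package, which were not chosen on these libraries. Between OIS-shA1 and OIS libraries, 95 of them were tested, and their median log2 fold change was -0.13, with single genes from -0.69 to 0.29. 73 genes were lower and 22 higher with shA1. Over all genes tested, 31 genes were lower past the threshold and 0 higher, and 29 and 0 when adjusted over the list alone. The set as a whole passed in limma's camera test with the preset correlation (adjusted p = 2.11e-05) but not with the correlation between its genes estimated from the data (adjusted p = 0.161). Between OIS and Grow libraries, 95 of 96 genes were lower in OIS, 94 of them past the threshold, and the median log2 fold change was -2.39 (limma's camera test, adjusted p = 3.9e-30 with the preset correlation). For this comparison, camera with an estimated correlation gave an adjusted p of 0.00606. With library sizes alone in place of TMM factors, the median of all genes shifted by -0.086 on the log2 scale between OIS-shA1 and OIS, against the list median of -0.13, and by 0.189 between OIS and Grow.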

These data suggest that HMGA1 acts as a key modulator of the major functional shift associated with senescence, for both up- and down-regulated genes.

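A total of 3829 genes changed both between OIS and Grow and between OIS-shA1 and OIS libraries, at an edgeR adjusted p under 0.05 in each. Of the genes higher in OIS, 824 rose further with shA1 and 1093 fell. Of those lower in OIS, 775 fell further and 1137 rose. The 2 changes were thus opposite for 2230 genes, or 58.2%. With a fold change of at least 1.5 asked for in both comparisons, they were opposite for 58.5% of 629 genes. At this limit they were opposite for 65.9% of the genes higher in OIS but for 50.2% of those lower. Without it, the 2 values were 57% and 59.5%. The OIS libraries enter both comparisons with opposite sign, which by itself favours opposite changes. In 20 simulations without an effect of shA1, the share was 55.4% on average, between 53.8 and 56.7%, among the genes changed in OIS with the smallest p in the simulated comparison. In these simulations 0.2 genes on average passed the threshold in both comparisons. The simulated share is therefore no baseline for the genes that did pass in both. With odd-numbered OIS libraries set against Grow and even-numbered ones against OIS-shA1, so that no library was shared, the share was 56.8%. With odd and even exchanged, a fit not set in advance, it was 57.5%. From the further rise of SASP genes and the further fall of ECM genes with shA1, the paper proposes that HMGA1 modulates the functional shift of senescence among both kinds of genes.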

### HMGA1 binding is linked to gene repression and weak enhancers

HMGA1 has been proposed to act as an ‘architectural transcription factor (TF)’, facilitating the binding of other transcriptional activators by changing the structure of DNA^11^, but the mechanism behind such activity is unclear. To address this question, we performed highly optimised HMGA1 ChIP-seq experiments in IMR90 cells (growing and OIS conditions) and generated high-resolution signal distributions. We observed almost 400,000 discrete peaks in each condition (Fig. 1d), demonstrating that HMGA1 binds the genome pervasively, compared to other structural proteins (e.g., ~40,000 CTCF peaks in IMR90 cells^8^). Similar results were obtained in H1299, a human non-small cell lung cancer (NSCLC) cell line that express endogenous HMGA1 (Fig. 1d). We further validated the HMGA1 antibody specificity for ChIP-seq in HMGA1-deficent H1299 cells that we generated using CRISPR/Cas9 gene editing (Supplementary Fig. 1h, i).

Consistent with the high affinity of HMGA1 for AT-rich regions due to its 3 AT-hook and with previous reports correlating HMGA1 binding to AT-content^19^, HMGA1 peaks had high AT% (avg. 72%). Motif analysis revealed highly AT-rich motifs (Supplementary Fig. 1j), similar to motifs previously associated with HMGA1 and other proteins which preferentially bind AT-rich motifs, such as ARID3A^20^. HMGA1 binding (signal binned in 1 kb windows) correlated positively with AT% in the control cells (Fig. 1e), and even more in OIS (Pearson 0.42 in Grow and 0.47 in OIS). 95% of the 1 kb bins with over 70% AT content were bound by HMGA1.

HMGA1 binding in both the Grow and OIS conditions in IMR90 cells showed the formation of broad binding profiles with a high density of peaks (Fig. 1f). We defined ‘HMGA1-dense’ regions by determining the inflection point of the distribution of the number of peaks in overlapping bins (100 kb rolling windows with 5 kb steps) and stitching together regions with a peak density greater than this threshold. ‘HMGA1-dense’ regions were similar in shape to H3K9me3 peaks (a marker of constitutive heterochromatin), with an average size of 450 kb (Fig. 1f), consistent with HMGA1’s localization at heterochromatin regions^13,21^ based on microscopic imaging (Supplementary Fig. 2a). HMGA1-dense regions showed good overlap with Lamin B1-associated domains (LADs) and H3K9me3 peaks in proliferating IMR90 cells (Fig. 1g). The HMGA1-dense H3K9me3 peaks overlapping were wider, more AT-rich and contained fewer genes than other H3K9me3 peaks (Supplementary Fig. 2b). While these HMGA1-dense H3K9me3 peaks tended to have overall less Lamin B1 binding than other H3K9me3 peaks, they showed a more pronounced Lamin B1 loss during OIS (Supplementary Fig 2c). Considering the critical role for both Lamin B1-loss (a hallmark of senescence) and HMGA1 in SAHF formation^13,22^. HMGA1-dense H3K9me3 regions are likely to contribute to SAHFs.

We compared the HMGA1 signal to epigenomic features summarized at high- (1 kb bins) and low-resolution (200 kb bins). At low resolution, consistent with the visual inspection (Fig. 1f), HMGA1 was positively correlated with Lamin B1 and H3K9me3 signal and anti-correlated with euchromatic histone marks (Supplementary Fig. 2d, 200 kb bins). However, at high-resolution, HMGA1 binding was independent of most of these features (Supplementary Fig. 2d, 1 kb bins) and HMGA1 peaks often co-localized with a ‘valley’ in the signal of other histone marks (Supplementary Fig. 2e).

Notably, despite covering 30% of the genome, HMGA1-dense regions only accounted for 36% of all HMGA1 peaks and, at high-resolution, HMGA1 displayed a discrete, well-defined peak pattern (Fig. 1f, bottom), more similar to that of euchromatic marks or TF footprints, than to the broad profile of heterochromatic histone marks. Annotation of the HMGA1 peaks showed significant overlap with intergenic regions (59% of the peaks) (Supplementary Fig. 2f), likely due to the high density of HMGA1 peaks observed in gene-poor heterochromatic regions. However, a large proportion of peaks (40%) overlapped gene introns, which prompted us to repeat the analysis using only ‘euchromatic’ HMGA1 peaks (i.e., not overlapping H3K9me3). These peaks were enriched over genic elements: exons, introns, exon-intron junctions, and 3’UTR regions.

We found that very few promoters were bound by HMGA1 (Supplementary Fig. 2f, only 7% of all promoters, out of which only 2% were active), despite previous reports attributing promoter-binding roles to HMGA1-mediated gene activation^11^ and the genome-wide abundance of HMGA1. This tendency may reflect the low enrichment of AT at promoter regions^23^. Genes with HMGA1-bound promoters mainly clustered in olfactory receptor (OR) family and type-I interferon loci (e.g., *IFNAs* and *IFNB1*) (Supplementary Fig. 2g). The OR clusters are highly tissue-specific and, thus, heterochromatic in fibroblasts^17^. While *IFNB1* is a known direct HMGA1-target gene^24^ and *IFNA* and *IFNB1* were previously shown to be induced in ‘late senescent’ fibroblasts^25^, they were not expressed in OIS IMR90 cells at the time point we used (day 6).

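The count table lists 14 type-I interferon genes, *IFNB1* and 13 *IFNA* genes. *IFNB1* (ENSG00000171855) lies from 21077104 to 21077943 on chromosome 9 of hg19. It had 1 count in 1 of the 8 OIS libraries and 0 in the other 7. Over all 14 genes, the 8 OIS libraries together held 14 counts. The highest value of a gene in an OIS library was 3 counts, for *IFNA1*, and 104 of the 112 values were 0. No gene reached 10 counts in an OIS library, and 3 genes had at least 1 count. A count of 0 allows up to 3 counts, which corresponds to between 0.162 and 1.58 CPM, the highest in the shallow replicate 4. These limits cover counting error only. The 14 genes together held 5 counts in the Grow, 8 in the Grow-shA1 and 13 in the OIS-shA1 libraries. Whether the groups differ was not tested on counts this low. The *IFNA* genes are near-identical paralogs, and fragments that align to several of them were not counted.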

HMGA1 was also previously implicated in the formation of the enhanceosome^26^ and, in our data, 21% of all enhancers exhibited at least one HMGA1 peak in proliferating fibroblasts. We looked further at enhancers overlapping HMGA1-dense regions and found that they were similar between proliferating and OIS cells (83% match). HMGA1-dense enhancers were shorter in width and had lower levels of H3K27ac, a histone mark for active enhancers (Supplementary Fig. 3a), suggesting that HMGA1 may be generally linked to enhancers with reduced activity. The genes proximal to these enhancers showed enrichment for ‘Epithelial Mesenchymal Transition’, including the *LUM*, *FBN1, FAP* and *FGF2* genes, but also some cell cycle related genes such as *CCNA2* and *PLK4* (Supplementary Fig. 3b). Out of the 1,046 genes proximal to HMGA1-dense enhancers, 123 were differentially expressed in OIS-shA1 compared to OIS, suggesting a potential role for HMGA1 in their regulation.

Together, these data show that, although high-density HMGA1 peaks typically co-localize with classical heterochromatin and promoters are mostly depleted of HMGA1, a substantial number of peaks overlap enhancer or genic regions.

We next focused on differential binding analysis between Grow and OIS, which yielded 21,398 increases and 6676 decreases in HMGA1 binding (Fig. 1h). The respective genomic locations showed distinct features: peaks with increased HMGA1 were closer to HMGA1-dense regions and H3K9me3 peaks and more AT-rich than peaks with decreased HMGA1 binding (Fig. 1i, Supplementary Fig. 3c). We found 1094 differentially expressed (DE) genes with increased HMGA1 binding in OIS on the gene body and 460 DE genes with decreased binding. 

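On hg19, *CCNB1* (ENSG00000134057) lies from 68462837 to 68474072 on chromosome 5, *CDK1* (ENSG00000170312) from 62538089 to 62554610 on chromosome 10 and *PCNA* (ENSG00000132646) from 5095599 to 5107272 on chromosome 20. *CCNB1* fell from 178 ± 19.2 CPM (SD, n = 8) in Grow to 22.3 ± 2.54 CPM (SD, n = 8) in OIS libraries, a log2 fold change of -2.98 (standard error 0.07, edgeR adjusted p = 4.8e-24). *CDK1* fell from 108 ± 5.48 to 10.5 ± 2.12 CPM, a log2 fold change of -3.38 (standard error 0.08, edgeR adjusted p = 1.04e-24), and *PCNA* from 126 ± 9.33 to 68.5 ± 5.28 CPM, a log2 fold change of -0.87 (standard error 0.05, edgeR adjusted p = 5.38e-15). Every OIS library lay below every Grow library for each of the 3 genes. HMGA1 binding was not analysed here.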

The DE genes with increased HMGA1-binding were enriched for cell cycle signatures (Supplementary Fig. 3d), including *CCNB1*, *CDK1* and *PCNA*, and tended to be down-regulated (62% of DE genes) during OIS. In contrast, while the DE genes with decreased HMGA1 binding included some SASP components, such as *MMP1, CSF2* and *IL6* (Fig. 1j, Supplementary Fig. 3d), reduced HMGA1 binding showed no overall direction of gene expression change.

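On hg19, *CSF2* (ENSG00000164400) lies from 131409483 to 131411859 on chromosome 5. Its level rose from 43.6 ± 9.31 CPM (SD, n = 8) in Grow to 159 ± 15.6 CPM (SD, n = 8) in OIS libraries, a log2 fold change of 1.91 (standard error 0.09, edgeR adjusted p = 8.8e-18), and all 8 OIS libraries lay above every Grow library. With shA1 it rose further to 221 ± 30.3 CPM, a log2 fold change of 0.46 (standard error 0.07, edgeR adjusted p = 6.12e-06) against OIS. *MMP1* stood at 1938 ± 479 CPM in Grow and 18289 ± 1521 CPM in OIS libraries, and *IL6* at 846 ± 290 and 1185 ± 101 CPM.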

To gain a better understanding of the effect of HMGA1 binding on gene expression, we cross-examined HMGA1 occupancy and HMGA1-responsive genes. The genes bound by HMGA1 and DE in OIS, particularly within HMGA-dense regions, were mostly down-regulated and this trend was largely alleviated with HMGA1 knock-down (OIS-shA1 compared to OIS), supporting that these regions become repressive during OIS in an HMGA1-dependent manner (Fig. 1k, Supplementary Fig. 3e). As mentioned earlier, HMGA1-dense regions showed good overlap with H3K9me3, which may contribute to its repressive role. However, the HMGA1-dense H3K9me3 regions were mostly gene-poor and inactive, with only 44 out of a total of 764 genes expressed in IMR90 cells. In contrast, non-H3K9me3 HMGA1-dense regions overlapped with 2738 genes, 1595 of which were expressed in IMR90 cells. Thus, our data suggest that HMGA1-dense regions gain their gene repressive activity during OIS, even without direct deposition of the heterochromatic mark H3K9me3. In contrast, genes lacking HMGA1 binding tended to be up-regulated during OIS, and, interestingly, this was also HMGA1-dependent (Fig. 1k).

Thus, our data show that HMGA1 is linked to gene repression in HMGA1-dense regions and activation in regions lacking HMGA1 during senescence.

### HMGA1 promotes chromatin compartmentalization

Our data so far suggest that HMGA1 has a profound impact on both gene repression and activation during OIS, which is not easily explained by current models (e.g., heterochromatic repression; activation through direct binding to regulatory elements). HMGA1 plays a key role in the chromatin re-organization of senescent cells, contributing to SAHF formation, and therefore HMGA1 may affect gene expression by 3D repositioning. To interrogate HMGA1’s role in 3D genome organization, we performed Hi-C experiments with shA1 in both Grow and OIS conditions (451 and 306 million reads, respectively, after removal of artefacts), matching our previously published Grow and OIS dataset^8^. The agreement between replicates was assessed using HiCRep^27^ (Supplementary Fig. 3f).

Differential Hi-C interaction analysis at 200 kb resolution revealed that, in the OIS condition, HMGA1 depletion resulted in 18,500 changes, the majority of which involved HMGA1-bound regions (Fig. 2a, b, Supplementary Fig. 3g), indicating a direct role for HMGA1 in chromatin 3D re-organization. OIS is known to exhibit distal trans-compaction, which is thought to reflect SAHF formation^3,6–8^. Strikingly, the OIS-associated trans-compaction was largely reversed with shA1 (Fig. 2a, d), further reinforcing the essential role of HMGA1 in SAHF formation.

**Fig. 2:**
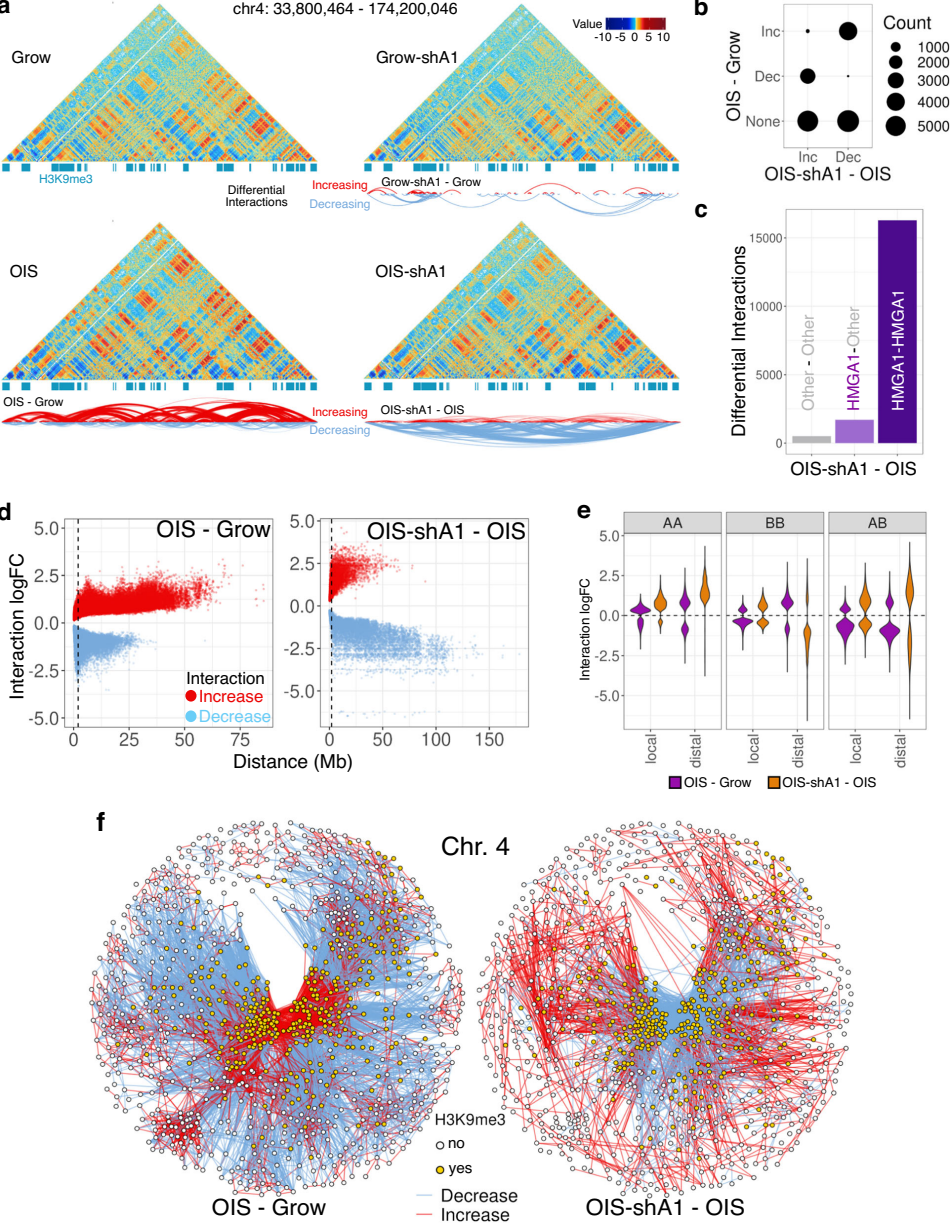
HMGA1 leads to global re-organisation of chromatin architecture in OIS. **a** Hi-C interaction maps (resolution 200 kb) of Grow, Grow-shA1, OIS, and OIS-shA1 conditions, with H3K9me3 peaks marked (blue) and arcs representing increased (red) and decreased (blue) interactions. **b** Number of significantly increased (Inc) and decreased (Dec) interactions in OIS-shA1 compared to OIS, crosschecked against the changes in OIS compared to Grow. **c** The number of OIS-shA1 compared to OIS interaction changes where one or both regions involved is bound by HMGA1 (minimum 5 peaks per bin). **d** The distance between the regions involved in differential interactions against the interaction log-fold changes in OIS compared to Grow (left) and OIS-shA1 compared to OIS (right); the vertical dashed line marks the 2 Mb distance threshold denoting distal interactions. **e** Log-fold changes of the differential interactions between A-compartment regions (AA), B-compartment regions (BB) and between A- and B-compartment regions (AB), categorised by local (within 2 Mb) and distal (>2 Mb) interactions, in the OIS compared to Grow (purple) and OIS-shA1 compared to OIS (orange) comparisons. **f** Differential interaction networks of chromosome 4 between nodes representing 200 kb bins, coloured by H3K9me3 status, and edges representing increased (red) and decreased (blue) interactions; left: OIS compared to grow and right: OIS-shA1 compared to OIS; nodes are positioned according to the Fruchterman-Reingold layout calculated based on the edge weights representing the increased interaction log-fold changes.

Consistent with a previous study linking OIS to stronger chromatin A/B compartmentalization^7^, our OIS model also displayed stronger compartmentalization, marked by reduced A-B and increased A-A and distal B-B interactions (Fig. 2e, Supplementary Fig. 3h), despite the relative stability of A/B compartment classification during OIS in IMR90 cells^8^. While HMGA1 depletion had a limited impact on compartment switches (OIS-shA1 compared to OIS, corr. 0.98 between the first PCs), it largely reversed the enhanced compartmentalization during OIS, except with a further increase in A-A interactions (Fig. 2e). A weaker but similar trend was also observed in normal fibroblasts with sh-A1 (Grow-shA1) condition, with reduced B-B interactions and increased A-A interactions, suggesting a more general role of HMGA1 towards supporting chromatin compartmentalization and heterochromatin organisation (Supplementary Fig. 3i).

These results indicate that the degree of local HMGA1 deposition has a global impact on high-order chromatin status, possibly through coordinated effects on both HMGA1-rich and HMGA1-poor regions within chromatin networks.

### The *k*-core decomposition of the chromatin network

Previous studies linked SAHF formation exclusively to the increased distal contacts between heterochromatic regions, in a pairwise manner. Here, we characterized instead the global changes in the chromatin network using a graph-theoretical approach to identify densely connected clusters. We reasoned that this will not only reveal the nature of chromatin compaction, but also the global impact of OIS on the interactions network, including effects on non-heterochromatic regions.

We constructed networks for each chromosome using genomic bins as nodes and differential interactions between conditions as edges (Fig. 2f). In OIS, we found large clusters of increased interactions, which were disrupted in the presence of shA1, consistent with SAHF formation (Fig. 2f). The highly interacting clusters often corresponded to HMGA1-dense regions overlapping H3K9me3, but H3K9me3-independent clusters were also present (e.g., chromosome 1, Fig. 3a). HMGA1-dense regions without H3K9me3 also organized around the densely interacting clusters. Interestingly, we also observed regions which were excluded from these clusters, marked by many decreased interactions, during OIS, in an HMGA1-dependent manner.

**Fig. 3:**
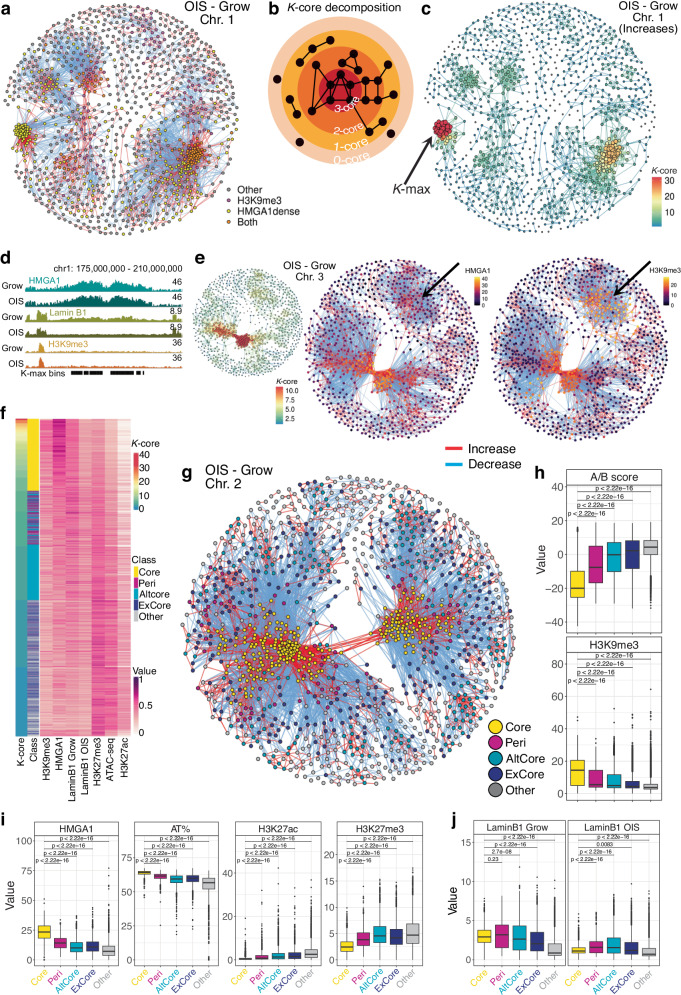
Classification of genomic regions based on their differential interactions connectivity patterns. **a** Differential interactions network of OIS compared to Grow on chromosome 1 with nodes coloured by their overlap with H3K9me 3 and HMGA1-dense regions. **b** Model representation of the *k*-core decomposition of an example network with *k*-max equal to 3. **c** The *k*-core decomposition of the network of increased interactions in OIS compared to Grow on chromosome 1, with the size of each node (200 kb bins) reflecting the degree (number of interactions) of the node and the *k*-core value as the node colour; edge colour reflects the minimum *k*-core of its nodes; arrow indicates the nodes with the maximum *k*-core value (*k*-max). **d** Normalised ChIP-seq signal tracks of HMGA1, Lamin B1, and H3K9me3 in Grow and OIS around the regions which form the degeneracy core (*k*-max) of chromosome 1 shown in **c**. **e** The *k*-core decomposition (left) of the chromosome 3 network (200 kb bins) of increased contacts in OIS compared to Grow, with the node colour corresponding to its *k*-core and the node size to its degree; the full network of differential interactions highlighting the HMGA1 (middle) and H3K9me3 (right) normalised ChIP-seq signal of each node; arrow indicates the cluster of regions with low *k*-core and HMGA1, but high H3K9me3 ChIP-seq signal. **f** Heatmap of the *k*-core values, classification, and epigenetic properties, represented by the ChIP-seq (or ATAC-seq) scaled normalised signal of H3K9me3, HMGA1, LaminB1 in Grow and OIS, H3K27me3, ATAC-seq (accessibility), and H3K27ac, of all the bins with *k*-core of at least 1. **g** The network of (all) differential interactions of OIS compared to Grow on chromosome 2 with nodes classified as: Core (yellow), Peri (peri-core, magenta), AltCore (alternative core, cyan), ExCore (excluded from cores, navy blue) and other (grey). **h** The A/B compartment score and H3K9me3 ChIP-seq signal of the genomic bins in each of the classes. **i** The distributions of the HMGA1 signal, the AT%, H3K27ac and H3K27me3 signal of the bins in each class. **j** Lamin B1 signal in Grow (left) and OIS (right) of all the bins in each of the classes. **h**–**j** Compared regions: n = 2900 Core, n = 915 Peri, n = 2892 AltCore, n = 2368 ExCore, and 5235 Other. Box plot centre line represents the median, the bounds correspond to the 0.25 and 0.75 quantiles, the whiskers represent the 0.1 and 0.9 quantiles. P-values derived from two-sided Wilcoxon testing.

Several measures exist for analysing the connectivity of a graph: e.g., the degree distribution or centrality measures. To capture dynamic nature of chromatin networks, we applied the *k*-core decomposition^28^ to the differential Hi-C connectivity maps (Fig. 3b, c): it identifies dense subgraphs, i.e., highly interconnected subsets of the network (relative to the number of nodes), allowing for both intuitive and quantitative assessment of network structure (see Supplementary Information).

We first focused on the networks of increased interactions during OIS to determine the *k*-core values of the genomic bins (nodes). The *k*-core values correlated overall with epigenetic properties, capturing distinct chromatin units (Fig. 3f): Regions with a high *k*-core (>5) were enriched for HMGA1, H3K9me3, and depleted of Lamin B1 in OIS, likely reflecting SAHF formation. Regions with medium *k*-core (3–5) tended to retain Lamin B1 in OIS cells. These regions overlapped with H3K9me3, but not with HMGA1, possibly corresponding to residual perinuclear heterochromatin in OIS cells. Low *k*-core (<3) was mostly associated with euchromatic features, marked by enrichment in H3K27ac and ATAC-seq signal.

We analysed the degeneracy cores of each chromosome (bins with maximal *k*-core in the networks of increased interactions) and found that chromosomes 1–14 and 18 had prominent cores, with *k*-max over 10 (Supplementary Fig. 4a), while chromosomes with high gene density, such as 17, 19 and 22, had low *k*-max values. Interestingly, *k*-max values strongly correlated with HMGA1 binding, more than with other features, including H3K9me3 (Supplementary Fig. 4a, b). The chromosomes with low *k*-max values indeed had lower AT% distributions and fewer HMGA1 peaks (Supplementary Fig. 4d).

Chromosome 1 had the most prominent degeneracy-core, with *k*-max equal to 32 (Fig. 3c). This subgraph corresponded to the cluster identified earlier as being highly enriched for HMGA1 but depleted of H3K9me3 (Fig. 3a, d), highlighting the central role of HMGA1 in forming these densely interacting clusters. The striking aggregation of these HMGA1-dense regions on chromosome 1 during OIS suggests that HMGA1 alone can contribute to chromatin compaction. Some chromosomes (e.g., chromosomes 1 and 9) had a prominent dense subgraph on each arm, while the degeneracy-core of most other chromosomes spanned both chromosome arms, reflected by distal interaction increases between the two arms during OIS. We also found other dense subgraphs with relatively high *k*-core values: chromosome 3 had a secondary dense subgraph which was marked by H3K9me3 but lower HMGA1 than its degeneracy core (Fig. 3e), reinforcing the link between high *k*-core values and HMGA1. Moreover, this secondary cluster retained Lamin B1, whereas the main, HMGA1-dense cluster exhibited Lamin B1 disruption (Supplementary Fig. 4c), reflecting our previous observation regarding the correlation between Lamin B1 loss and HMGA1 binding (Supplementary Fig. 2c).

We incorporated decreased connectivity in our *k*-core analysis to classify genomic regions involved in differential interactions (Fig. 3g). Regions with high *k*-core values (min. *k*-core 6) were defined as Core and regions with increased interactions with the Core were classified as Peri. Smaller clusters (min. 4) which were independent or detached from Core regions were classified as alternative cores, AltCore. All regions excluded from Core and AltCore (decreased interactions) were classified as ExCore.

In terms of A/B compartments, Core and Peri regions mostly corresponded to the B-compartment (Fig. 3h, negative AB score), while AltCore and ExCore regions were associated with both A and B compartments, and Other regions were mostly in the A compartment (positive AB score). We also reanalysed the (epi)genetic features according to these classes (Fig. 3h–j): Core regions had the highest levels of HMGA1 binding, were highly heterochromatic (marked by H3K9me3, highest AT% and lowest gene density) and lost Lamin B1 in OIS. Peri regions had lower HMGA1 and H3K9me3 than Core. AltCore regions were enriched for H3K9me3 but had low levels of HMGA1 and tended to retain Lamin B1 in OIS. They were also more euchromatic than Core and Peri regions, marked by higher ATAC-seq and H3K27ac levels. ExCore regions were mostly euchromatic (low AT%, gene dense and high ATAC and H3K27ac signal), with low H3K9me3, but not as euchromatic as the unclassified, ‘Other’ regions (Fig. 3h–j).

HMGA1 substantially affected the inter-connectivity of these classes: the increased interactions forming the Core and Peri-Core connections in OIS were cancelled in OIS-shA1 (Fig. 4a). These regions may collectively contribute to SAHFs. Notably, the exclusion of AltCore and ExCore regions from Core was also largely HMGA1-dependent (Fig. 4a), supporting the coupling of direct and indirect roles of HMGA1 to shape global chromatin environment.

**Fig. 4:**
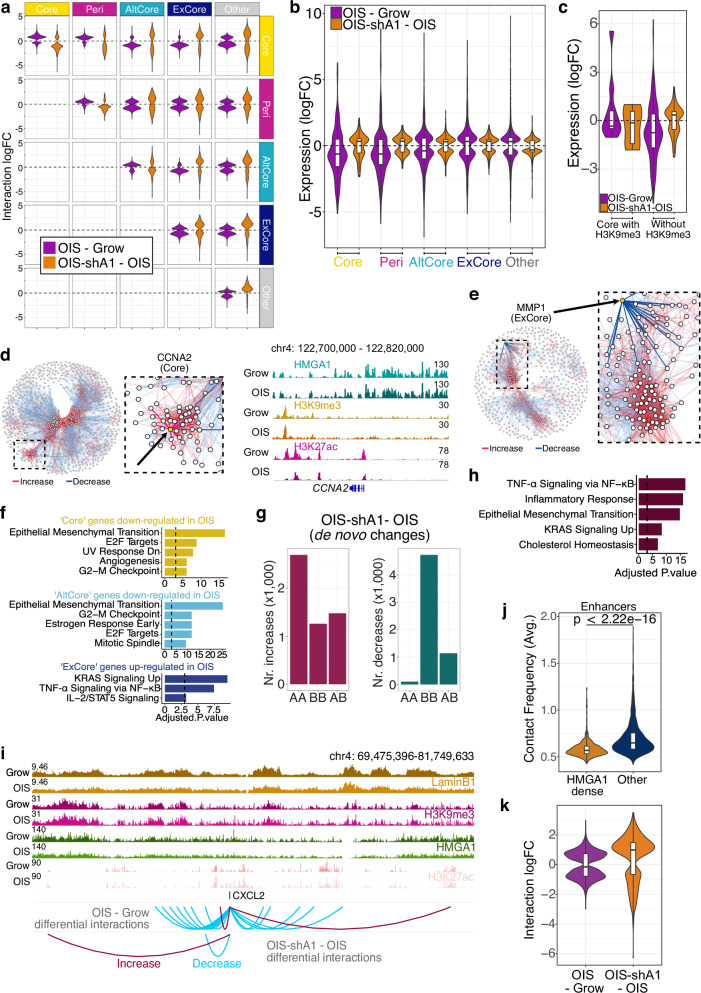
The effects of HMGA1 loss on the chromatin interactions network and gene expression. **a** The log-fold changes of the differential interactions between the regions in each pair of classes in OIS compared to Grow (purple) and OIS-shA1 compared to OIS (orange). **b** The distributions of the gene expression log-fold changes in the OIS compared to Grow and OIS-shA1 compared to OIS comparisons of the genes within the five classes which are also DE in their respective comparisons (n = 253 and 130 genes in Core, n = 225 and 98 genes in Peri, n = 1015 and 398 genes in AltCore, n = 1088 and 418 genes in ExCore, and n = 4333 and 1411 genes in Other). **c** Gene expression log-fold changes in OIS compared to Grow and OIS-shA1 compared to OIS of the respective DE genes within ‘Core’ regions with (n = 9 and 6 genes) and without H3K9me3 (n = 208 and 101 genes). **d** The position of the Core *CCNA2* gene (left) in the networks of differential interactions on chromosomes 4 in OIS compared to Grow and the ChIP-seq signal of HMGA1, H3K9me3 and H3K27ac at the *CCNA2* locus (right). **e** The position of the ExCore gene *MMP1* in the chromosome 11 network of differential interactions in OIS—Grow. **f** The top MSigDB Hallmarks gene sets enriched in the genes down-regulated (in OIS compared to Grow) and overlapping ‘Core’ and ‘AltCore’ regions, and the genes up-regulated (in OIS compared to Grow) and overlapping the ‘ExCore’ regions. **g** The increased (left) and decreased (right) de novo interactions in OIS-shA1 compared to OIS, according to the A- or B- compartment assignments of the interacting regions. **h** Gene set enrichment analysis against the MSigDB Hallmarks of the genes DE in OIS-shA1 compared to OIS and involved in the de novo increased interactions in the same comparison. P-values derived with EnrichR—Fischer’s exact test adjusted for multiple comparisons with Benjamini-Hochberg. **i** ChIP-seq normalised signal tracks of Grow and OIS Lamin B1, H3K9me3, HMGA1, and H3K27ac of the *CXCL2* gene locus and the regions involved in increased (red) and decreased (blue) interactions in the OIS compared to Grow and OIS-shA1 compared to OIS, respectively. **j** The average contact frequencies in OIS of the enhancers within HMGA1-dense regions (n = 833 bins overlapping these enhancers) compared to other enhancers (n = 2610 bins overlapping these enhancers). **k** The interaction log-fold changes in OIS compared to Grow and OIS-shA1 compared to OIS of only the enhancers within HMGA1-dense regions (n = 833 bins overlapping these enhancers). **b**, **c**, **j**, **k** Box plot centre line represents the median, the bounds correspond to the 0.25 and 0.75 quantiles, the whiskers represent the 0.1 and 0.9 quantiles. P-values derived from two-sided Wilcoxon testing.

### Architectural role of HMGA1 in gene regulation during senescence

Finally, we characterized the genes and their expression changes (in either OIS compared to Grow or OIS-shA1 compared to OIS) in each of the classes. Overall, the genes within Core, Peri, and AltCore regions in OIS cells had a down-regulation tendency, which was reversed by HMGA1 depletion, while genes excluded from cores (ExCore) were more likely to be up-regulated during OIS and further up-regulated with shA1 (Fig. 4b). This suggests that incorporating genes in heterochromatic cores may contribute to their down-regulation in an HMGA1-dependent manner and excluding them from cores may contribute to their up-regulation in OIS.

As expected, due to their highly heterochromatic features, genes within Core regions consisted of many gene families known to be repressed in most tissues, such as olfactory receptors and the type-I interferon genes (Supplementary Fig. 4e). While promoters of these genes were often HMGA1-bound (Supplementary Fig. 2g), the involvement in Cores might explain why we did not observe *IFNB1* induction, which has been implicated in senescence^25^, in our experimental model, despite the abundant evidence for HMGA–mediated activation of *IFNB1*^11^. Interestingly, we found that Core regions without H3K9me3 (HMGA1-dense only) were mostly responsible for the trend of HMGA1-dependent down-regulation during OIS (Fig. 4c), as the Core regions with H3K9me3 overlapped very few expressed genes.

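On hg19, *CCNA2* (ENSG00000145386) lies from 122737599 to 122745087 on chromosome 4, with an antisense gene over 254 bases of its exons. It fell from 136 ± 7.51 CPM (SD, n = 8) in Grow to 9.45 ± 1.64 CPM (SD, n = 8) in OIS libraries, a log2 fold change of -3.80 (standard error 0.07, edgeR adjusted p = 1.87e-26), and all 8 OIS libraries lay below every Grow library. In OIS-shA1 libraries it stood at 9.06 ± 1.51 CPM, a log2 fold change of -0.08 (standard error 0.11, edgeR adjusted p = 0.589) against OIS. *CDK1* was lower with shA1, at 8.3 ± 1.24 CPM, a log2 fold change of -0.30 (standard error 0.11, edgeR adjusted p = 0.0363), with 3 of the 8 OIS-shA1 libraries below every OIS library. The call for *CDK1* with shA1 was lost in 9 of the 16 fits that each left out 1 library.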

Core down-regulated genes reflected cell-cycle signatures, including genes such as *CCNA2* and *CDK1* (Fig. 4d, f). This is reminiscent of the incorporation of cell cycle genes into SAHFs, as has long been postulated^9,29^. They were also enriched for epithelial-mesenchymal transition (EMT), which included many commonly used fibroblast markers, such as *COL1A2*, *DCN*, *LUM, VCAN* and *FAP*^30^. It has been shown that senescent fibroblasts tend to lose fibrogenic activities and our data provide a mechanistic insight into the senescence-associated shift of cell identity^1^. 

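On hg19, *COL1A2* (ENSG00000164692) lies from 94023873 to 94060544 on chromosome 7, *DCN* (ENSG00000011465) from 91539025 to 91576900 on chromosome 12 and *LUM* (ENSG00000139329) from 91496406 to 91505608 on chromosome 12. *VCAN* (ENSG00000038427) lies from 82767284 to 82878122 on chromosome 5 and *FAP* (ENSG00000078098) from 163027194 to 163101661 on chromosome 2. All 5 were lower in each of the 8 OIS libraries than in every Grow library. The log2 fold change was -3.69 for *COL1A2*, -2.91 for *DCN*, -2.14 for *LUM*, -1.50 for *VCAN* and -0.59 for *FAP*, and the highest edgeR adjusted p was 2.19e-08, that of *FAP*. With shA1, *DCN* rose from 22.4 ± 2.32 CPM (SD, n = 8) in OIS to 95.4 ± 9.09 CPM (SD, n = 8) in OIS-shA1 libraries, a log2 fold change of 2.10 (standard error 0.07, edgeR adjusted p = 4.46e-19). *COL1A2* rose from 928 ± 95 to 1241 ± 122 CPM, against 12155 ± 930 CPM in Grow, a log2 fold change of 0.42 (standard error 0.06, edgeR adjusted p = 4.32e-06). *LUM* and *FAP* rose by log2 fold changes of 0.90 (standard error 0.09, edgeR adjusted p = 2.13e-08) and 0.77 (standard error 0.08, edgeR adjusted p = 3.33e-08). *VCAN* fell further, from 391 ± 61.9 to 190 ± 22.6 CPM, a log2 fold change of -1.03 (standard error 0.08, edgeR adjusted p = 3.9e-11). Every OIS-shA1 library lay beyond every OIS library in that direction for *DCN*, *COL1A2*, *FAP* and *VCAN*, and 3 of the 8 did for *LUM*. For *LUM*, the shallow OIS replicate 4 stood highest, at 41 CPM against at most 24.6 CPM in the other OIS libraries. The exons of *VCAN* overlap an antisense gene over 453 bases and those of *FAP* over 471. The median log2 fold change of the 5 genes with shA1 was 0.77 (limma's camera test, adjusted p = 0.00649 with the preset correlation and 0.0625 with the correlation between its genes estimated from the data). In the same libraries from which the paper drew them, 4 genes rose and 1 fell past the threshold, over all genes tested and adjusted over the list alone.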

Notably, these genes were not necessarily marked by H3K9me3, but rather they were within a high HMGA1 binding environment, which led to their incorporation into the dense H3K9me3 Cores (Fig. 4d). Other down-regulated genes, including another cell cycle gene, *PCNA*, were included in Peri regions with increased interactions with Core regions. 

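*PCNA* was lower still with shA1. Its level in the OIS-shA1 libraries was 54.3 ± 3.42 CPM (SD, n = 8), a log2 fold change of -0.32 (standard error 0.05, edgeR adjusted p = 1.08e-05) against OIS, and all 8 OIS-shA1 libraries lay below every OIS library. In the Grow state, the log2 fold change of *PCNA* with shA1 was 0.10 (standard error 0.05, edgeR adjusted p = 0.114). The 2 effects differed by -0.43 (standard error 0.07, edgeR adjusted p = 1.18e-05) in the fit with an interaction term.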

Genes down-regulated within AltCore regions were also enriched for cell cycle regulators (e.g., *RB1* and *BUB1*), but also for TGFβ signalling (e.g., *TGFB1* and *TGFBR1*) (Fig. 4d). On the other hand, up-regulated genes excluded (ExCore) from the Cores and AltCores included *CDKN2A* (p16) and *CDKN2B* (p15), as well as key SASP factors, such as *IL1*, *MMP1,3* and *CXCL1,2,3* (Fig. 4e, f).

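On hg19, *RB1* (ENSG00000139687) lies from 48877887 to 49056122 on chromosome 13, *BUB1* (ENSG00000169679) from 111395275 to 111435691 on chromosome 2 and *TGFB1* (ENSG00000105329) from 41807492 to 41859816 on chromosome 19. *TGFBR1* (ENSG00000106799) lies from 101866320 to 101916474 on chromosome 9. Each was lower in all 8 OIS libraries than in every Grow library. *BUB1* fell from 115 ± 10.6 CPM (SD, n = 8) to 11.3 ± 1.86 CPM (SD, n = 8), a log2 fold change of -3.35 (standard error 0.08, edgeR adjusted p = 3.14e-24). The log2 fold change was -0.83 for *RB1*, -0.75 for *TGFBR1* and -0.62 for *TGFB1*, with an edgeR adjusted p of at most 1.24e-09. An antisense gene overlaps the exons of *TGFB1* over 215 bases. With shA1, *TGFBR1* fell by a log2 fold change of -0.19 (standard error 0.06, edgeR adjusted p = 0.012) against OIS, with 3 of the 8 OIS-shA1 libraries below every OIS library. *BUB1*, at -0.25 (standard error 0.10, edgeR adjusted p = 0.0525), did not pass the threshold, and passed it with library sizes alone and in 6 of the 16 fits that each left out 1 library. The change of *TGFB1* was 0.09 (standard error 0.06, edgeR adjusted p = 0.23). That of *RB1* was 0.06 (standard error 0.06, edgeR adjusted p = 0.469) and reversed to -0.03 with library sizes alone in place of TMM factors, where the median of all genes shifted by -0.086.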

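On hg19, *CDKN2A* (ENSG00000147889) lies from 21967751 to 21995300 on chromosome 9, *CDKN2B* (ENSG00000147883) from 22002902 to 22009362 on chromosome 9 and *IL1A* (ENSG00000115008) from 113531492 to 113542167 on chromosome 2. *CDKN2B* rose from 18.2 ± 3.46 CPM (SD, n = 8) in Grow to 130 ± 10.2 CPM (SD, n = 8) in OIS libraries, a log2 fold change of 2.85 (standard error 0.08, edgeR adjusted p = 2.71e-22). *CDKN2A* rose from 2.68 ± 0.45 to 6.29 ± 1.95 CPM, a log2 fold change of 1.14 (standard error 0.14, edgeR adjusted p = 2.52e-08). Its count includes every transcript of the gene, those of p14ARF among them, and its exons overlap an antisense gene over 341 bases. *IL1A* rose from 57.1 ± 12.8 to 306 ± 34.5 CPM, a log2 fold change of 2.44 (standard error 0.10, edgeR adjusted p = 1.62e-18). For each of the 3 genes every OIS library lay above every Grow library. With shA1, *CDKN2A* was higher than in OIS by a log2 fold change of 0.44 (standard error 0.12, edgeR adjusted p = 0.00613), although no OIS-shA1 library lay above all OIS libraries. The highest OIS library was the shallow replicate 4, at 10.7 CPM against 4.31 to 6.44 CPM in the others. With shA1, *CDKN2B* was lower than in OIS, by -0.36 (standard error 0.07, edgeR adjusted p = 0.000135), in 6 of the 8 OIS-shA1 libraries below every OIS library.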

So far, we assessed the impact of HMGA1 (via shA1) on the chromatin re-organization of OIS (relative to Grow), which consists of mostly ‘cancelling’ the connectivity changes occurring in OIS—Grow, with very few changes in the same direction, e.g., increased in OIS and in OIS-shA1. However, we also found substantial interaction changes in OIS-shA1 from OIS which did not change during OIS (Fig. 2b). These de novo changes reflected the higher A-A and A-B distal contacts in OIS-shA1 relative to OIS (Fig. 2e). Indeed, de novo decreased interactions in OIS-shA1 consisted mostly of B-B pairs (Fig. 4g), suggesting the enhanced disconnection of heterochromatic regions with shA1. In contrast, the de novo gained interactions in OIS-shA1 mostly consisted of A-A interactions, demonstrating an increased connectivity between euchromatic regions (Fig. 4g). 71% of these increases were potentially regulatory, corresponding to contacts between gene promoters and enhancers, involving a substantial proportion of the DE genes in OIS-shA1 relative to OIS (632 genes). These genes were enriched for NF-kB signalling and inflammatory response, including the *MMP* and *IL1* genes (Fig. 4h), providing a potential mechanism for the further up-regulation of the inflammatory SASP in OIS-shA1. 

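Of the IL1 genes, *IL1A* stood at 422 ± 42.5 CPM (SD, n = 8) in OIS-shA1 libraries, a log2 fold change of 0.47 (standard error 0.06, edgeR adjusted p = 5.37e-07) against OIS. It lay above every OIS library in 7 of the 8 OIS-shA1 libraries, and the log2 fold change stayed between 0.43 and 0.50 with each library left out in turn.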

One notable example was the contact between the *CXCL* genes (including *CXCL2* and *CXCL8*/*IL8*) and a distal enhancer situated 5 Mb away (Fig. 4i), which was bound by HMGA1 in OIS, potentially hindering the interaction with the *CXCL* locus in the presence of HMGA1. HMGA1-dense enhancers, which appeared to be less active (Supplementary Fig. 3a), indeed showed lower values of average connectivity than other enhancers in OIS cells (Fig. 4j), and HMGA1 depletion promoted their connectivity in the OIS context, potentially contributing to its buffer activities in gene regulation (Fig. 4k).

Together, this evidence suggests that HMGA1 plays an important role in chromatin organization by promoting compartmentalization and modulating the potency of enhancers. The impact of HMGA1 on global chromatin configuration, rather than local binding of individual gene promoters, may represent an additional layer of gene regulation.

### HMGA1-driven transcriptional programmes at single-cell level

Our data suggest a profound impact of HMGA1 on chromatin architecture, and consequently, on the senescent transcriptome. However, these conclusions are based on bulk experiments that represent the average changes over millions of cells and do not take into account the reported heterogeneity of the senescent phenotype^2^. To better understand how the gene expression is modulated by HMGA1, we analysed the senescence transcriptome (with and without shA1) at single-cell level in IMR90 cells (Fig. 5a). After filtering low quality cells, the final dataset consisted of around 11,000 cells. Principal component analysis showed good agreement between replicates and as expected, HMGA1 expression levels increased in OIS and decreased with shA1 (Supplementary Fig. 5a, b).

**Fig. 5:**
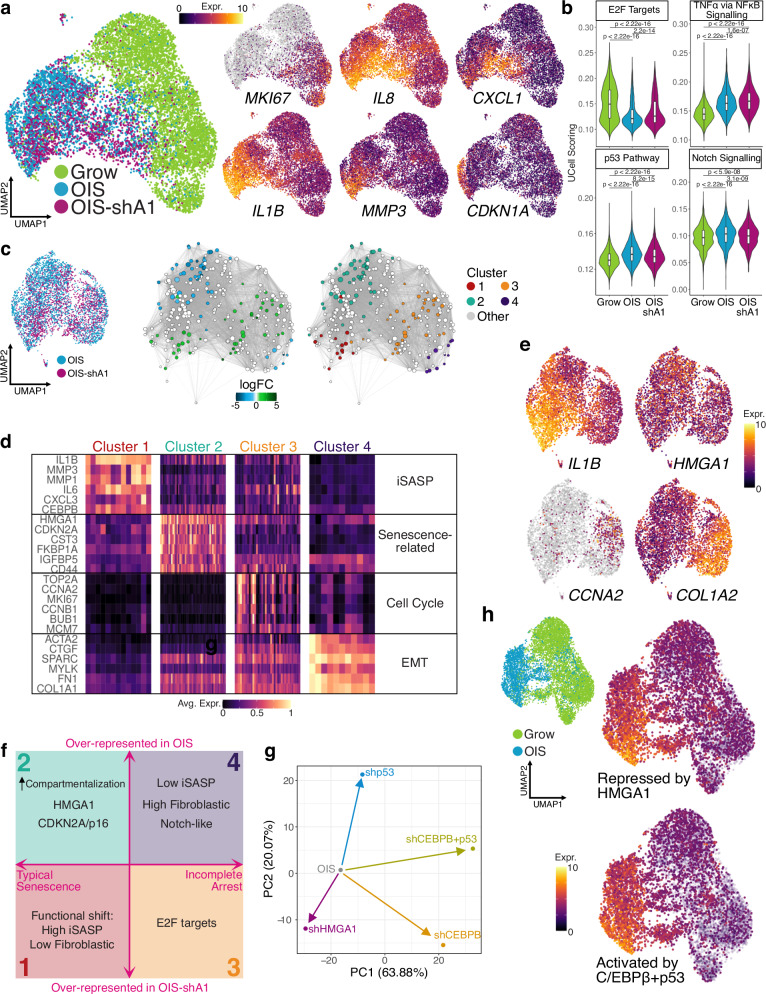
Senescence transcriptional programmes at single-cell level. **a** Single-cell UMAP projection of Grow, OIS and OIS-shA1 cells (coloured by condition but each representing two replicates), highlighting key senescence genes: *MKI67*, *IL8*, *CXCL1*, *IL1B*, *MMP3*, and *CDKN1A*; expression values (log-transformed) were scaled to be between 0 and 10 for visualisation, with grey representing no expression detected. **b** Distribution of UCell single-cell scores for selected MSigDB Hallmarks gene sets in n = 6165 Grow, n = 2828 OIS, and n = 2073 OIS-shA1 cells; P-values derived from two-sided Wilcoxon testing. Box plot centre line represents the median, the bounds correspond to the 0.25 and 0.75 quantiles, the whiskers represent the 0.1 and 0.9 quantiles. **c** UMAP projection of the OIS and OIS-shA1 conditions only for Milo testing of cell neighbourhoods and clustering based on the log-fold changes between OIS and OIS-shA1. **d** Representative markers of the four Milo clusters of differential expression between OIS and OIS-shA1 cells at single-cell level, with expression values scaled between 0 and 1 and averaged over the cell neighbourhoods in each cluster from **c**. **e** Representative markers for clusters 1–4 coloured by scaled expression values on the UMAP projection of OIS and OIS-shA1 cells. **f** Schematic representation of the features of the four clusters of senescent cells identified using overrepresentation analysis, highlighting the clusters over-represented in OIS (2 and 4) and in OIS-shA1 (1 and 3), respectively. Although inflammatory SASP (iSASP) and p16 have been collectively considered senescence hallmarks, they represent distinct types of senescence at the single-cell level. Clusters 3 and 4 express cell-cycle genes and Cluster 4 resembles the previously described NOTCH-related ‘early phase senescence’ with augmented fibroblastic features^33,34^. **g** Dimensionality reduction (PCA) of the log-fold changes of OIS cells (bulk RNA-seq) in response to shHMGA1, shCEBPB, shp53 and double knock-down of *p53* and *CEBPB*. **h** UMAP projection of the Grow and OIS cells, coloured by UCell scoring of the gene signatures of the genes activated in OIS and up-regulated by shA1 (repressed by HMGA1, top) and down-regulated by the double knock-down of *p53* and *CEBPB* (activated by *p53* + *CEBPB*, bottom).

We confirmed the robustness of the senescent transcriptome by checking the down-regulation of cell-cycle markers (e.g., *E2F1*, *CCNA2, MKI67*) and the up-regulation of key SASP factors (e.g., *IL1B* and *IL8*). Notably, these senescence markers followed interesting patterns across the cells, with substantial heterogeneity (Fig. 5a). We also computed an enrichment score for the Hallmarks Signatures in The Molecular Signatures Database^31^ (MSigDB) (Fig. 5b) and observed that E2F targets were largely repressed in OIS compared to Growing cells, but less so in OIS-shA1 cells. This is consistent with our previous data, showing OIS-shA1 cells are more susceptible to senescence escape than OIS cells with simultaneous knock-down of p16^13^. The enrichment of NF-kB signalling in OIS was further enhanced with shA1, consistent with the bulk-RNA-seq results (Fig. 1b, Supplementary Fig. 1c, d). Other notable signatures included p53 Pathway and Notch signalling genes, which were more enriched in OIS and less so in OIS-shA1 cells (Fig. 5b).

We used the Milo^32^ statistical testing method to characterise the shift in OIS-shA1 cells and partial overlap with the HRAS^G12V^-expressing cells, consistent with their maintained senescence-like status^13^. We determined which senescence sub-populations are under- or over-represented upon HMGA1 depletion and found 4 clusters: two over- (Clusters 1 and 3) and two under-represented (Clusters 2 and 4) in OIS (Fig. 5c).

Both Clusters 1 and 2 reflected typical senescence features, but to different degrees. While both lacked expression of cell cycle genes, Cluster 1 (low-HMGA1) exhibited more prominently the inflammatory SASP (e.g., *IL6, IL1B*, *MMP1*, *MMP3*), and was strongly depleted of fibrogenic features (Fig. 5d, e, Supplementary Fig. 5c). Thus, Cluster 1 most likely represents the senescence-associated cell identity and functionality shift^1^, which has been described based on whole-population assays (Fig. 1a, b). While Cluster 2 expressed the highest levels of *HMGA1* and *CDKN2A*/*p16*, the inflammatory SASP was modest but instead expressed other secretory/cell surface components (Fig. 5d, e, Supplementary Fig. 5d). Therefore, HMGA1 may contribute to fine-tuning between these senescence states.

Clusters 3 and 4 retained fibroblastic features (represented by EMT signature), but more prominently in Cluster 4 (e.g., *FN1*, *SPARC* and *MYLK*), with little expression of the inflammatory SASP components (Fig. 5d, Supplementary Fig. 5e, f). This phenotype is highly reminiscent of NOTCH-mediated secondary senescence^33,34^. We previously showed that NOTCH-induced senescence (NIS) represents an early phase of senescence, characterised by enhanced fibrogenic and reduced inflammatory features^33^. Our current results suggest that HMGA1 plays a role in the regulation of NIS-like dynamics during senescence, reinforcing that NIS represents a distinct feature with a unique molecular signature as an integral part of senescence. In contrast, Cluster 3 (low-HMGA1) substantially expressed cell cycle genes (Fig. 5d), suggesting that these cells are the major source of the unstable senescence feature observed in OIS-shA1 cells at population-level^13^.

Our data show that HMGA1 contributes to the dynamic heterogeneity of senescence, by regulating genes involved in key signatures, i.e., cell proliferation, inflammatory SASP, and cell identity (fibroblast/EMT) markers (model—Fig. 5f).

### The interplay between HMGA1 and key senescence TFs mediates the senescence spectrum

The enrichment of the genes affected by HMGA1 for NF-kB signalling (de novo interactions—Fig. 4h and ExCore—Fig. 4f) suggests that HMGA1 may refine transcription factor activity by modulating the chromatin environment. Consistently, HMGA1-responsive genes showed enrichment for gene sets representing direct targets of TFs active in OIS (e.g., NF-kB, C/EBPβ, p53, Supplementary Fig. 5g).

To experimentally validate whether HMGA1 acted in conjunction with other known TFs during OIS, we compared its transcriptional effect to those of C/EBPβ (a key TF responsible for inflammatory SASP^35^) and p53^36^. For this, we stably expressed shCEBPB or shp53 in ER:HRAS^G12V^ IMR90 cells, then oncogenic RAS was induced by 4OHT as in the OIS-shA1 setting. We also included the transcriptome of OIS with a double knock-down of C/EBPβ and p53 due to their complex interplay and potential synergistic effect^36^.

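The deposited count table of this experiment holds 5 libraries each of Grow-v-v, OIS-v-v, OIS-shCEBPB, OIS-shp53 and OIS-shCEBPB-shp53 cells, in which v stands for a vector in place of an shRNA. The OIS groups were taken at day 6 and Grow-v-v at day 0. The table carries no program header, so whether strand was used and fragments were counted is not stated. Total counts ranged from 14544053 to 20390180 in the Grow-v-v libraries (median 17447645), from 16481086 to 18720716 in the OIS-v-v libraries (median 17893304), from 15169741 to 22500697 in the OIS-shCEBPB libraries (median 20585468), from 15311687 to 24890797 in the OIS-shp53 libraries (median 19407008) and from 15861794 to 18359200 in the OIS-shCEBPB-shp53 libraries (median 18081635). The 3 knock-downs were each compared with OIS-v-v. The replicates fall into 2 sets, 1 to 3 and 4 and 5. Deviations from the group mean correlated at 0.27 to 0.54 across genes between OIS libraries of the same number in 2 groups, for all 5 numbers. Over libraries of different groups, Grow-v-v included, the median correlation was 0.28 to 0.42 for the same number, 0.24 to 0.42 for different numbers of 1 set and -0.31 to -0.36 for numbers of different sets. The labels describe no such sets.

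On hg19, *CEBPB* (ENSG00000172216) lies from 48807376 to 48809212 on chromosome 20. The p53-regulated gene *CDKN1A* (ENSG00000124762) lies from 36644305 to 36655116 on chromosome 6, and *MDM2* (ENSG00000135679) lies from 69201956 to 69237975 on chromosome 12. *CEBPB* stood at 296 ± 25.9 CPM (SD, n = 5) in OIS-v-v and 35.5 ± 6.72 CPM (SD, n = 5) in OIS-shCEBPB libraries, a log2 fold change of -3.06 (standard error 0.13, edgeR adjusted p = 2.71e-08), and in OIS-shCEBPB-shp53 at 32.4 ± 4.24 CPM, a log2 fold change of -3.19 (standard error 0.10, edgeR adjusted p = 1.09e-09). In both comparisons all 5 knock-down libraries lay below every OIS-v-v library. The change of *CEBPB* in OIS-shp53 was 0.14 (standard error 0.06, edgeR adjusted p = 0.277). It did not pass the threshold in this fit but did in replicates 1 to 3 only, a fit chosen after the result was seen. An antisense gene overlaps the exons of *MDM2* over 172 bases. *CDKN1A* fell from 1677 ± 441 to 406 ± 75.5 CPM in OIS-shp53, a log2 fold change of -2.05 (standard error 0.19, edgeR adjusted p = 0.000131), and *MDM2* changed by -0.79 (standard error 0.05, edgeR adjusted p = 7.59e-06).

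**Figure D2:**
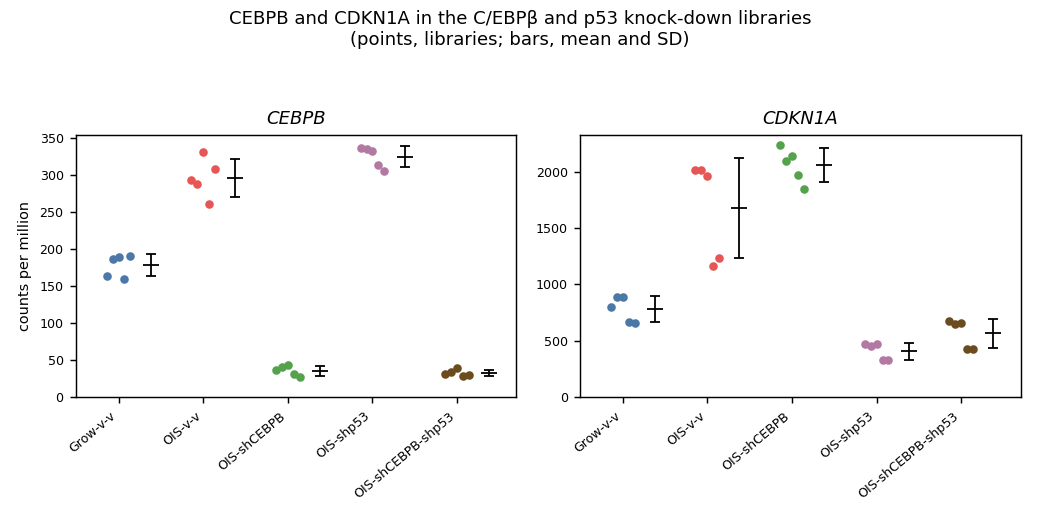
TMM-normalised CPM of *CEBPB* and *CDKN1A* in the 5 groups (linear axis from 0). Each point is 1 of the 5 libraries of a group and the bars show the mean and SD. *CEBPB* lies at 35.5 ± 6.72 CPM in OIS-shCEBPB and at 32.4 ± 4.24 CPM in OIS-shCEBPB-shp53 against 296 ± 25.9 CPM in OIS-v-v libraries.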

As expected^33,35,37^, the C/EBPβ depletion blunted the inflammatory SASP after oncogenic RAS induction, but it also restored some fibroblast (EMT) markers, mirroring HMGA1 depletion in the OIS condition (Supplementary Fig. 6a, b). 

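At an edgeR adjusted p under 0.05, 2290 of 13396 genes differed between OIS-shCEBPB and OIS-v-v libraries (1218 higher, 1072 lower), 594 of 13378 between OIS-shp53 and OIS-v-v (330 higher, 264 lower) and 4502 of 13388 between OIS-shCEBPB-shp53 and OIS-v-v (2293 higher, 2209 lower). Between OIS-v-v and Grow-v-v, 6114 of 13344 genes differed. With the replicate number as a block, 4270 genes differed with shCEBPB and 3037 with shp53. With library sizes alone, 70.9% of the changed genes were higher in OIS-shCEBPB against 53.2% with TMM, and 71% in OIS-shCEBPB-shp53 against 50.9%, where the median of all genes shifted by 0.102 on the log2 scale. The count for shp53 was 336 without OIS-shp53 replicate 1 and 938 without OIS-v-v replicate 4.

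The 8 SASP genes had a median log2 fold change of -1.77 with shCEBPB (limma's camera test, adjusted p = 1.2e-14), and all 8 fell past the threshold over all genes tested and adjusted over the list alone. The adjusted p from camera was 0.00324 with an estimated correlation. *IL1B* fell most, from 7131 ± 1431 CPM (SD, n = 5) in OIS-v-v to 899 ± 190 CPM (SD, n = 5), a log2 fold change of -2.99 (standard error 0.17, edgeR adjusted p = 4.12e-07), and *MMP3* fell from 6239 ± 847 to 1325 ± 198 CPM, a log2 fold change of -2.23 (standard error 0.13, edgeR adjusted p = 3.56e-07). For 7 of the 8 genes every OIS-shCEBPB library lay below every OIS-v-v library. *IL6* fell by -0.61 (standard error 0.17, edgeR adjusted p = 0.0274) in 4 of 5 libraries below all controls, and its call was lost in 5 of the 10 fits that each left out 1 library and with library sizes alone (edgeR adjusted p = 0.0599, the highest of its alternatives that kept all libraries). The 5 fibroblast markers tested here are those the paper names for Core regions. Its text names no gene for the markers that C/EBPβ depletion restored, so these 5 need not be among them. Of the 5 markers, *COL1A2* rose from 2335 ± 617 to 3715 ± 214 CPM, a log2 fold change of 0.67 (standard error 0.16, edgeR adjusted p = 0.013), in all 5 libraries above every OIS-v-v library. *VCAN* changed by 0.37 (standard error 0.15, edgeR adjusted p = 0.124), in 2 of 5 libraries above every OIS-v-v library, and *DCN* by -0.94 (standard error 0.36, edgeR adjusted p = 0.102), in 3 of 5 below. With the replicate number as a block both passed (edgeR adjusted p = 0.000109 and 9.91e-07), while over the other alternatives with all libraries the adjusted p reached 0.16 and 0.134 with edgeR or DESeq2. *LUM* fell by -1.49 (standard error 0.11, edgeR adjusted p = 2.13e-06) and *FAP* by -0.39 (standard error 0.09, edgeR adjusted p = 0.00834), each in all 5 libraries below every OIS-v-v library. The median of the 5 markers was -0.39 (limma's camera test, adjusted p = 0.176), with 1 gene higher and 2 lower past the threshold over all genes tested, and 2 higher and 3 lower when adjusted over the list alone.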

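Of the 2278 genes changed in OIS-shCEBPB and tested in OIS-shCEBPB-shp53, 2193 (96.3%) had the same direction in the double knock-down, and for 1247 (54.7%) the change was also larger in size. Of the 592 genes changed in OIS-shp53, 530 (89.5%) had the same direction and 301 (50.8%) a larger change. Over both single knock-downs, the double knock-down gave a larger change in the same direction for 1548 of 2870 genes, or 53.9%. These comparisons share the OIS-v-v libraries. In 20 simulations in which the double knock-down had no effect, the share was 0.3% on average, and in 20 in which its effect was the sum of the single effects, it was 55.3%, between 54.3 and 56.5%. A low share was bound to follow in the first case. A double effect equal to a single one was not simulated, so the share is not shown to exceed what that would give. Separate OIS-v-v libraries for the single and the double knock-downs, replicates 1 to 3 and 4 to 5, which also set apart the 2 sets of replicates, gave 24.1%. With shared OIS-v-v libraries, the share with a larger change was 54.8% with the replicate number as a block and 56.9% in replicates 1 to 3 only, both chosen after the data were seen. With the separate OIS-v-v libraries, 83.1% of the 3600 genes changed with shCEBPB and 62% of the 3471 changed with shp53 had the same direction. There the difference between the 2 sets enters the single and the double changes with opposite sign. This lowers the shares by construction, that of 24.1% included, so they do not measure how well the effects repeat. The simulations gave no share for direction alone. Whether the double knock-down departed from the sum of the single effects on the log2 scale was tested with an interaction term. 6 of 13873 genes did at an edgeR adjusted p under 0.05, against 682 at an unadjusted p under 0.05, and 104 genes did with the replicate number as a block.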

Interestingly, the effects of both C/EBPβ and p53 depletion were mostly potentiated by the double knock-down (Supplementary Fig. 6c–e), reinforcing their cooperative activity during OIS.

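The log2 fold changes of OIS-shA1 against OIS, and of OIS-shCEBPB, OIS-shp53 and OIS-shCEBPB-shp53 against OIS-v-v, were compared over the 7333 genes tested in all 4 comparisons and changed in at least 1. A principal component analysis of these 4 sets of fold changes, with OIS as a point at 0, put 65.6% of the variance on the first and 18.8% on the second component. On the first component, OIS-shA1 lay at 30.7, OIS at 17.1, OIS-shp53 at 8, OIS-shCEBPB at -22 and OIS-shCEBPB-shp53 at -33.9. On the second, OIS-shA1 lay at -13.9, OIS-shCEBPB at -13.6, OIS at 3.5, OIS-shCEBPB-shp53 at 3 and OIS-shp53 at 21. With no effect of any knock-down, 20 simulations put 45.4% of the variance on average on the first component. Across the same genes, Pearson's correlation of the changes in OIS-shA1 was -0.03 with OIS-shCEBPB, 0.11 with OIS-shp53 and 0.02 with OIS-shCEBPB-shp53, and Spearman's correlation was -0.01, 0.11 and 0.01. These pairs share no control library, and genes are not independent replicates. In 20 simulations without any effect, in which genes vary independently, Pearson's correlation ran from -0.04 to 0.03, from -0.03 to 0.04 and from -0.05 to 0.06. Between knock-downs that share the OIS-v-v libraries, Pearson's correlation was 0.19 for OIS-shCEBPB and OIS-shp53, 0.85 for OIS-shCEBPB and the double knock-down, and 0.57 for OIS-shp53 and the double knock-down, where simulations without any effect gave 0.5 on average.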

We applied dimensionality reduction (principal component analysis) to the log-fold changes in response to all the knock-down experiments of HRAS^G12V^-expressing cells and found that HMGA1 acted in the opposite direction of the C/EBPβ and p53 activity (Fig. 5g). Furthermore, at the single-cell level, we used the signature of the genes activated by the combined effect of these TFs to calculate an enrichment score (C/EBPβ + p53) for the OIS cells and found a striking overlap with the HMGA1-repressed gene signature during OIS (HMGA1-buffered genes), suggesting that HMGA1 depletion in the OIS context enhances the activity of these TFs (Fig. 5h). Indeed, based on our previous ChIP-seq datasets, the C/EBPβ + p53 signature was enriched for direct targets of these TFs^17,36^. These data support that HMGA1 can modulate TF activities through global chromatin architectural alteration.

### Buffering effect of HMGA1 on the pro-inflammatory signature in cancer

HMGA1 up-regulation is frequently observed in many cancer types, including lung cancer, and linked to poor survival^38^. We tested the transcriptional effect and the chromatin binding of HMGA1 in the H1299 NSCLC cell line. 

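H1299 is a line of human non-small cell lung cancer cells. The deposited count table of this experiment holds 7 H1299 libraries and 6 H1299-shA1 libraries. Its header shows that reads were counted one by one, without regard to strand, and that reads with several alignments or on more than 1 gene were not counted. Total counts ranged from 18512418 to 23088324 in the H1299 libraries (median 21727379) and from 17747670 to 23649765 in the H1299-shA1 libraries (median 20126573). HMGA1 fell from 1887 ± 97.3 CPM (SD, n = 7) in H1299 to 379 ± 34.1 CPM (SD, n = 6) in H1299-shA1 libraries, a log2 fold change of -2.31 (standard error 0.05, edgeR adjusted p = 5.54e-17), and all 6 H1299-shA1 libraries lay below every H1299 library. At an edgeR adjusted p under 0.05, 2311 of 14840 genes differed, 1283 higher and 1028 lower with shA1. With a fold change of at least 1.5, 358 genes differed, and with each library left out in turn between 1683 and 3122, the highest without H1299-shA1 replicate 3. Chromatin binding of HMGA1 was not analysed here.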

The transcriptional changes in H1299 cells stably expressing shA1 revealed a similar alteration as in IMR90 fibroblasts, consisting of the up-regulation of pro-inflammatory genes (Fig. 6a) and the down-regulation of Notch signalling genes, such as *NOTCH1*, *JAG2* and *MGP*. Moreover, the HMGA1 binding profile was conserved between the H1299 and IMR90 cells (Fig. 1d), with 232,290 common peaks and while peak calling identified more IMR90-specific peaks, only ~10,000 regions were completely devoid of HMGA1 binding in H1299, compared to IMR90 cells.

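Of the pro-inflammatory genes that the paper names or labels for H1299 cells, 5 of 6 had enough counts to be tested, and *IL6* did not. *CXCL2* rose from 87.2 ± 5.14 CPM (SD, n = 7) in H1299 to 134 ± 7.34 CPM (SD, n = 6) in H1299-shA1 libraries, a log2 fold change of 0.62 (standard error 0.05, edgeR adjusted p = 3.41e-08). On hg19, *MMP2* (ENSG00000087245) lies from 55423612 to 55540151 on chromosome 16 and *MMP14* (ENSG00000157227) from 23305766 to 23318236 on chromosome 14. *MMP2* rose from 2.25 ± 0.393 to 4.07 ± 0.674 CPM, a log2 fold change of 0.86 (standard error 0.13, edgeR adjusted p = 0.000145). For both, all 6 H1299-shA1 libraries lay above every H1299 library. *MMP1* and *MMP14* rose by 0.89 (standard error 0.18, edgeR adjusted p = 0.00248) and 0.65 (standard error 0.12, edgeR adjusted p = 0.00103), in 3 and 4 of the 6 libraries above every H1299 library. *CXCL1* did not pass, at 0.24 (standard error 0.09, edgeR adjusted p = 0.0773), although 5 of the 6 libraries lay above every H1299 library and 1 below. It passed without H1299-shA1 replicate 2, with a log2 fold change of 0.31 (edgeR adjusted p = 0.0172), and the alternatives with all libraries gave 0.0727 to 0.112. The median of the 5 genes was 0.65 (limma's camera test, adjusted p = 9.01e-06), with 4 genes higher past the threshold over all genes tested and 5 adjusted over the list alone. An estimated correlation gave an adjusted p of 0.00336 in camera. Fig. 6a labels *CXCL2*, *MMP1*, *MMP2* and *MMP14* on these libraries, so for them the list is not independent evidence, while the paper names *CXCL1* and *IL6* from single-cell data of H1299 cells that were not analysed here.

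On the same build, *NOTCH1* (ENSG00000148400) lies from 139388896 to 139440314 on chromosome 9, *JAG2* (ENSG00000184916) from 105607318 to 105635161 on chromosome 14 and *MGP* (ENSG00000111341) from 15034115 to 15038860 on chromosome 12. *NOTCH1* fell from 29 ± 1.28 to 20 ± 3.13 CPM, a log2 fold change of -0.53 (standard error 0.08, edgeR adjusted p = 0.000105), and *JAG2* from 65.7 ± 3.03 to 41.3 ± 6.61 CPM, a log2 fold change of -0.67 (standard error 0.08, edgeR adjusted p = 7.22e-06), in all 6 libraries below every H1299 library. *JAG2* overlaps another gene of the same strand over 469 bases. *MGP* stood at 0.926 ± 0.415 and 0.335 ± 0.159 CPM, a low level, and its log2 fold change was -1.42 (standard error 0.32, edgeR adjusted p = 0.00513), with 5 of the 6 libraries below every H1299 library. Over 14 Notch ligands, receptors and targets, of which 12 were tested, the median log2 fold change was -0.14 (limma's camera test, adjusted p = 0.0265 with the preset correlation, 0.109 with an estimated correlation, and 0.0513 with the preset one without H1299-shA1 replicate 7), with 4 genes lower and 0 higher past the threshold over all genes tested, and 4 and 0 adjusted over the list alone. *NOTCH1* and *JAG2*, which the paper names on these libraries, are both among the 4 lower genes. For them the list is not independent evidence. From the rise of the pro-inflammatory and the fall of the Notch genes, the paper states that the alteration is similar to that in IMR90 fibroblasts.

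**Figure D3:**
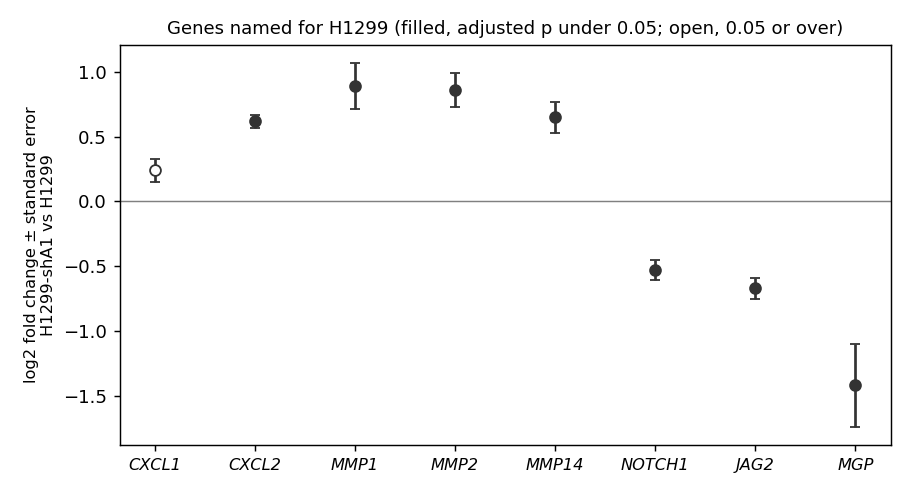
Log2 fold change of 8 genes in H1299-shA1 against H1299 libraries, with error bars of 1 standard error. Filled points mark an edgeR adjusted p under 0.05, and *CXCL1*, at 0.24, is the only open point.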

**Fig. 6:**
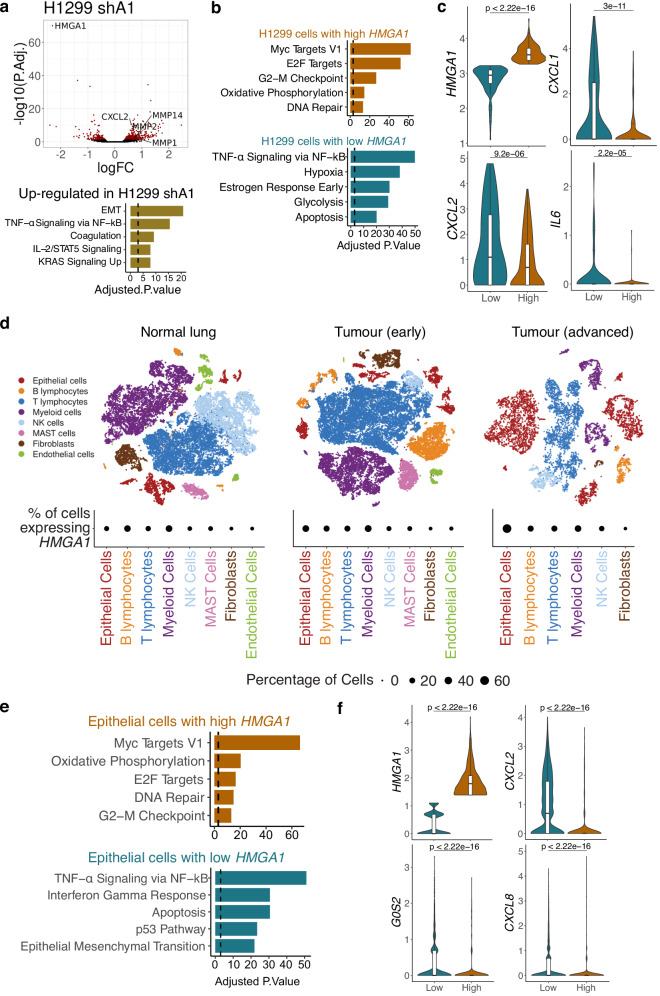
The effect of HMGA1 on the transcriptome of lung adenocarcinoma. **a** Expression changes in H1299 cells in response to shHMGA1, highlighting differentially expressed genes (top) and gene enrichment analysis against the MSigDB Hallmarks of the genes up-regulated by shHMGA1 in H1299 cells (bottom). Expression P-values derived from edgeR differential expression testing and adjusted for multiple testing using Benjamini-Hochberg correction. **b** Gene enrichment analysis of the markers of H1299 cells with high and low HMGA1 expression from a single-cell expression dataset of H1299 cells (see Methods). **c** Distribution of the expression at single-cell level of the representative markers of the same H1299 cells from **b** with low (n = 131) and high (n = 187) expression of HMGA1, respectively. **d** Cell populations of normal lung, early and advanced lung adenocarcinoma and the percentage of cells expressing HMGA1. **e** Top enrichment results (MSigDB Hallmarks) for the gene markers of epithelial cells in the advanced tumour with high (top) and low (bottom) HMGA1 expression. **f** Expression distribution of representative genes for the same cells from **e**, with high (n = 861) and low (n = 3084) HMGA1 expression. **a**, **b**, **e** Gene enrichment *P* values calculated with the EnrichR software using Fischer’s exact test and adjusted for multiple testing with Benjamini-Hochberg. **c**, **f** *P* values derived from two-sided Wilcoxon testing. Box plot centre line represents the median, the bounds correspond to the 0.25 and 0.75 quantiles, the whiskers represent the 0.1 and 0.9 quantiles.

The similar gene expression changes and protein binding profile of HMGA1 observed in H1299 cells open exciting avenues for investigating the impact of HMGA1 in cancer. As HMGA1 binding correlated with AT-content, the binding of specific enhancers and genes may reflect their sequence features and may lead to the same genes being affected across different biological contexts. We took advantage of the recent advances in single-cell transcriptomics and compared the profiles of cells with high and low *HMGA1* levels (as a proxy for protein level) in publicly available single-cell datasets. First, we analysed the single-cell profiles of H1299 cells^39^ and found that cells with low *HMGA1* were more likely to express genes involved in pro-inflammatory signalling, such as *CXCL1*, *CXCL2*, and *IL6*, compared to cells with high *HMGA1* (Fig. 6b, c). We also checked the transcriptomic associations of *HMGA1* in a human lung cancer dataset^40^, which analysed multiple stages of lung cancer. We found that *HMGA1* is expressed in a higher proportion of epithelial cells in the advanced stages, compared to normal lung samples (Fig. 6d). Moreover, cells with high and low *HMGA1* also showed a polarised expression of pro-inflammatory genes, which were more likely to be expressed in the low *HMGA1* cells (Fig. 6e, f), suggesting that HMGA1 may buffer the pro-inflammatory phenotype in human cancers.

## Discussion

Important macrodomains, such as the A/B compartments, have been identified from Hi-C experiments. Our *k*-core analysis focuses on differential chromatin networks, defining distinct sub-networks, which reflect A/B compartments (Fig. 3h). Although HMGA1 had a limited effect on A/B compartment shifts, it showed the capacity to strengthen compartmentalization. Some of the high *k*-core regions lacked H3K9me3, uncovering a unique chromatin environment, driven by HMGA1. Genes in these Core-type regions with no H3K9me3 were typically repressed during OIS. Thus, high density of HMGA1 on the linear genome is not necessarily repressive (e.g., in proliferating IMR90 cells), but the increased interaction density creates a repressive environment. Since these Core regions with no H3K9me3 tended to merge into H3K9me3-Cores, it remains to be elucidated whether HMGA1-mediated chromatin condensation is sufficient for gene repression, or the heterochromatin proximity is necessary.

Our chromatin network analysis revealed several HMGA1-driven gene regulatory mechanisms: i) gene repression in cores, ii) gene activation in regions excluded from cores, and iii) buffer activity of active genes outside of the cores. Although we do not exclude typical gene regulation via direct binding^41^, the global impact of HMGA1 by modulating the chromatin environment appears to be more prominent. Despite the good correlation between 3D environments driven by HMGA1 binding density and gene expression changes, we cannot exclude potential indirect effects of HMGA1 on transcription. We propose that the balance between the three identified mechanisms contributes to senescence heterogeneity (Fig. 5f). Cluster 2 in our single cell analysis corresponds to the highest HMGA1 level, possibly associated with enhanced compartmentalization, with the incorporation of cell cycle genes into Cores (this is reversed in Cluster 3). We speculate that these cells are SAHF positive. Indeed, this cluster expressed highly p16, a major senescence marker that promotes SAHF formation and senescence stability^13,42^. Reduced HMGA1 level is associated with two distinct states, OIS with enhanced SASP (Cluster 1) and incomplete arrest (Cluster 3). The former reflects the buffer effect of HMGA1 on the SASP. Thus, while HMGA1 contributes to senescence establishment, if cells are already committed to senescence, a reduced level of HMGA1 reinforces the functional shift. These data indicate an uncoupling of the key senescence markers, p16 and the SASP, further reinforcing the critical role of HMGA1 in senescence heterogeneity. Cluster 4 is unique, resembling NOTCH-induced senescence (NIS), which is characterized by enhanced fibrogenic features and reduced SASP^33,34^. NIS-like phenotype has been found at an early phase during senescence, consistent with the weak expression of cell cycle genes in this cluster. Notably, we previously showed that enforced activation of NOTCH signalling represses HMGA1 and SAHF formation^16^. Consistently, NOTCH-associated secondary senescence has been linked with lower *HMGA1* levels compared to primary senescence^43^. These data suggest a complex feedback loop between HMGA1 and NOTCH signalling.

The role played by HMGA1 towards the diversity of the senescent phenotype, including its buffer effect on the inflammatory signature, may also be relevant in the cancer context, where cellular and HMGA1 heterogeneity may contribute to shaping the inflammatory niche, since the buffer effect on pro-inflammatory genes appears to be conserved.

HMGA1-driven chromatin attraction/repulsion was more prominent in OIS, but a similar tendency was detected in the proliferating condition. Thus, our data may represent a general feature of chromatin configuration. The reason behind the strengthening of this feature during senescence is unclear. It is possible that the overall increase in the chromatin bound by HMGA1 promotes this process. We also speculate that additional factors, such as specific binding partners or post-translational modifications of HMGA1 might play important roles. This is consistent with the phase separation potential of HMGA1^44^ and its close relative HMGA2^45^. Elucidating the multivalent aspect of its phase separation properties in diverse settings may provide mechanistic insights into fundamental and context-dependent impacts of HMGA1.

## Methods

### Cell culture and retroviral infection

IMR90 human diploid fibroblasts (CCL-186) and H1299 human non-small cell lung cancer (NSCLC) cells (CRL-5803) were obtained from the American Type Culture Collection (ATCC). IMR90 and H1299 cells were cultured in DMEM (Gibco #12481-023) with 10% fetal calf serum (FCS) at 37 °C in 5% (IMR90) or atmospheric (H1299) O_2_ and 5% CO_2_. Retroviral gene transfer was performed as described^46^. Briefly, retroviruses were produced in Phoenix-AMPHO packaging cells (ATCC) using calcium phosphate-mediated transient transfection of retroviral vector plasmids. Two days later, the supernatant containing the viral particles was filtered through a 0.45 μm filter. Cells were incubated with viral solutions in the presence of 4 μg/mL of polybrene. The filtered viral solutions containing 4 μg/mL of polybrene were added to cells. On the following day, the cells were placed in a fresh medium. After 24 hours of recovery with the fresh medium, cells were split into 1:2 with antibiotic selection (G418 (ThermoFisher, 10131035) 300 μg/mL for 7 days or puromycin (Merck, P9620) 1.5 μg/mL for 3 days). 100 nM 4-hydroxytamoxifen (4OHT) (Sigma, H7904), were used for IMR90 ER:HRAS^G12V^ induction. Cells were regularly tested for mycoplasma contamination and always found to be negative.

### Vectors

The following retroviral vectors were used: pLNCX2 (Clontech) for ER:HRAS^G12V^ (Addgene 67844)^15^, sh-p53 (target sequence 5′-CACTACAACTACATGTGTA-3′)^36^, pSuper for sh-CEBPB (gift from D. Peeper)^35^, and MSCV-puro for miR30 sh-HMGA1 (target sequence 5’-CGCCTGGGATCTGAGTACATAT-3)^13^. The sh-HMGA1 has been extensively utilised, although its off-targets cannot be completely excluded^47–49^.

### Generation of HMGA1-deficient H1299 cells

Following CRISPR guides (Phosphorothionate-modified sgRNA) were designed against Exons 3 and 4 of HMGA1 (ENSG00000137309): Sg199_Exon 3: 5’-GCTGCTTGCGCGGCCTGCCC-3’ (PAM: CGG) and Sg202_Exon 4: 5’-CTTAGGTGTTGGCACTTCGC-3’ (PAM: TGG). H1299 cells were electroporated with 5 μg TrueCut spCas9 protein V2 (Invitrogen A36498) and 100pmol guide RNA (Synthego), using program EW-127 and SF nucleofector solution. A cell pellet was taken on days 3 and 10 post electroporation and genomic DNA was extracted from each pool (Qiagen, DNeasy blood and tissue kit, 69506). To genotype them, Exons 3 and 4 of HMGA1 were amplified by PCR (Phusion High-Fidelity DNA polymerase, NEB, cat#M0530S) and subjected to Sanger sequencing, and analysed using Synthego ICE web tool (https://ice.synthego.com) to calculate the percent editing in a pool over time. We used the following primers for exon 3,

forward: 5’-AAGCTGATTAGGGCCAACGG-3’ and reverse: 5’-CATCTAAAGAGCCAGGGGCAAT-3’, and for exon 4, forward: 5’-CTAGGGGTCTTCTGGGCTCT-3’ and reverse: 5’-CAGGGTGACCCAACACTCTC-3’. The eight pseudogenes for HMGA1 were also amplified using primer forward: 5’-GAGCTCGAAGTCCAGCCAG-3’ and reverse: 5’-TGGCAGCACCCTTGTTTTTG-3’. We identified a knockout efficiency between 65% and 90% by 10 days post electroporation. Cas9 electroporated control pools (no sgRNA) were derived for H1299 cells. Independently generated pools (edited) were derived. To isolate single clones from the genetically edited pools, we used cellenONE X1.

### Protein expression by immunoblotting and immunofluorescence

Immunofluorescence and immunoblotting on SDS–PAGE on gels of various concentrations, were performed as described previously^13^. Briefly, for immunoblotting, the protein was transferred to PVDF membranes (Immobilon, Millipore), which were subsequently blocked for 1 hour at room temperature in a 5% milk solution in TBS-Tween 0.1% before incubating with the primary antibody at 4 °C overnight. An appropriate HRP-conjugated secondary antibody was incubated at room temperature for 1 hour. Immunoblots were visualized with chemiluminescence reagents (Sigma, RPN2106). For immunofluorescence, cells were plated onto #1.5 glass coverslips the day before fixation to achieve approximately 60% confluence. Cells were fixed in 4% (v/v) PFA and permeabilised with 0.2% (v/v) Triton X-100 in PBS with DAPI. Coverslips were mounted onto Superfrost Plus slides (ThermoFisher, 4951) with Vectashield Antifade mounting medium (Vector Laboratories Ltd., H-1000). The following primary antibodies were used for immunoblotting: anti-β-actin (mouse monoclonal, Sigma, A5441 (AC-15), 1:2500); anti-HRAS (mouse monoclonal, Santa Cruz, sc-29 (F235), 1:1000); anti-HMGA1 (rabbit polyclonal, Active motif, Cat #39615, 1:2000); anti-IL6 (mouse monoclonal, R&D Systems, MAB2061, 1:500); anti-IL8 (mouse monoclonal, R&D Systems, MAB208, 1:500); anti-Cyclin A (mouse monoclonal, Sigma, C4710 (CY-A1), 1:1000); anti-C/EBPβ (rabbit polyclonal, Santa Cruz, sc-150 (C-19), 1:500); anti-p53 (mouse monoclonal, Santa Cruz, sc-126 (DO-1), 1:500): anti-CDKN1A p21 (mouse monoclonal, Santa Cruz, sc-6246 (F-5), 1:500). The following primary antibodies were used for immunofluorescence: anti-H3K9me3 (mouse monoclonal, Hiroshi Kimura Laboratory, clone CMA318, 4 μg/mL), anti-HMGA1 (rabbit polyclonal, Cold Spring Harbor Labs, CS2637, 1:1000), anti-CDKN2A p16 (mouse monoclonal, BD Biosciences 554079, clone G175-1239, 1:500), and anti-IL8 (mouse monoclonal, R&D Systems, MAB208, 1:500). Cells were counter-stained with DAPI with secondary antibodies (Alexa Fluor 488, 555, 647). Fluorescence images were obtained with Leica Stellaris 8 Confocal Fluorescence Microscope. Source data is provided in the Source Data file for the quantified immunofluorescence values and uncropped blots.

### ChIP-seq

Chromatin immunoprecipitation (ChIP) was performed as previously described^50^ for the following antibody: anti-HMGA1 (abcam ab192153, lot# GR3212620-2, 10 μg/50 M cells), with some modifications. Cells were fixed with 1% formaldehyde at room temperature for 10 min or at 4 °C for 1 hour. Briefly, cells were sequentially lysed in LB1 Buffer (50 mM HEPES-KOH [pH7.5], 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% IGEPAL CA-630 and 0.25% Triton X100) followed by LB2 Buffer (10 mM Tris-HCl [pH8.0], 200 mM NaCl, 1 mM EDTA and 0.5 mM EGTA), with occasionally mixing and incubating on ice for 10 min and 5 min, respectively. The spin-downed pellet was washed once with LB3 Buffer (10 mM Tris-HCl [pH8.0], 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% sodium deoxycholate and 0.5% N-lauroylsarcosine). All buffers were supplemented with proteinase inhibitor cocktail (cOmplete ULTRA, EDTA-free, Roche 05892791001) and 1 mM Phenylmethanesulfonyl fluoride (Merck, 78830). The lysate in LB3 was sonicated using BioRuptor Pico (Diagenode) with an ON cycle of 30 seconds for >24 cycles and OFF intervals of 30 seconds, resulting in chromatin DNA fragments with a median size of 150 bp. The lysate was cleared by centrifugation at maximum speed (>20,000 × *g*) for 10 min. Triton X-100 was added to a final concentration of 1%, and the cleared lysate was then utilized for immunoprecipitation. Antibodies were pre-incubated with Dynabeads M-280 Sheep Anti-Rabbit IgG (Invitrogen, 11204) for >4 hours at 4 °C. Spike-in chromatin (Active motif 53083, lot# 06420010, 100 ng/sample) and spike-in antibody (Active motif 61686, lot# 0642008, 4 μg/sample) were added in immunoprecipitation for normalisation. Immunoprecipitation was performed at 4 °C overnight (>16 h) with rotation of the sample tubes. The beads were washed 6 times with RIPA Buffer (50 mM HEPES-KOH [pH7.5], 500 mM LiCl, 1 mM EDTA and 1% IGEPAL CA-630, 0.7% sodium deoxycholate) and once with TBS buffer (20 mM Tris-HCl [pH 7.6], 150 mM NaCl). The immunoprecipitated DNA was eluted in ChIP Elution Buffer (50 mM Tris-HCl [pH 8.0], 10 mM EDTA and 1% SDS). Both input and immunoprecipitated DNA were incubated with RNase A (Invitrogen, AM2271) at 65 °C overnight. The DNA was then purified with Proteinase K (Invitrogen, 25530049) by incubating at 55 °C for 2 h, followed by purification using the MinElute PCR Purification Kit (Qiagen, 28004). Libraries were prepared using the NEBNext Ultra II DNA Library Prep Kit for Illumina (New England Biolabs, E7645L) according to the manufacturer’s instructions except that size selection was performed after PCR amplification using AMPure XP beads (Beckman Coulter, A63881). Samples were sequenced paired-end using 50 bp reads on the Illumina platforms. Spike-in chromatin (Drosophila chromatin) and spike-in antibody (Drosophila-specific histone variant, H2Av) from Active motif was added for the HMGA1 ChIP-seq. We confirmed that the scaling factors calculated based on the spike-in reads were similar between samples.

### RNA-seq

RNA was purified using the QIAGEN RNeasy plus kit according to the manufacturer’s instructions. The quality was checked using the Agilent High Sensitivity RNA Bioanalyser or ScreenTape System. Libraries corresponding to biological replicates of each condition were prepared using TruSeq stranded mRNA or Illumina Stranded mRNA Prep Kit (Illumina), according to the manufacturer’s instructions, and sequenced using the HiSeq-4000 or the Novaseq-6000 platforms (Illumina).

### scRNA-seq

Two replicates of IMR90 growing cells expressing vector control and OIS IMR90 cells expressing shHMGA1 or vector control were individually labelled with 1 μg of Biolegend TotalSeq™-B Cell Hashing antibodies diluted in Cell Staining Buffer (PBS with 3%FBS) for 30 min at 4 °C, then washed 3 times with Cell Staining buffer (centrifuge 2 min 350 g at 4 °C). Cells were resuspended to a concentration of 800 cells/μL for single-cell encapsulation using the Chromium Single Cell B Chip Kit (10x Genomics Cat # PN-1000073), followed by library prep using the Chromium Single Cell 3’ GEM Library & Gel Bead Kit v3 (10x Genomics Cat # PN-1000075) for the gene expression library and the Chromium Single Cell 3’ Feature Barcode Library Kit (10x Genomics Cat # PN-1000079) for the hashtag-oligo library. Both libraries were then pooled for paired-end sequencing on the NovaSeq 6000 platform (Illumina).

### Hi-C

Hi-C was performed in IMR90 cells in the Grow and OIS conditions with shA1 (knock-down of HMGA1) as described before^51^, matching our previously published Hi-C data for IMR90 cells^8^. Briefly, 50 million cells were used for each sample, and digestion was performed using *HindIII*. 50 million cells were fixed in 2% formaldehyde / DMEM for 10 min at room temperature and quenched with 0.125 M glycine. Cells were permeabilised for 30 min in 50 mL of permeabilization buffer (10 mM Tris-HCL pH 8, 10 mM NaCl, 0.2% IGEPAL CA-630, cComplete EDTA-free protease inhibitor cocktail (Roche 118735800001)). Cells were centrifuged at 600 × *g* for 5 min a 4 °C and suspended in 358 µL NEBuffer 2 (NEB, B7002S) per 5 million cells (aliquoted). To remove poorly fixed protein, 11 µL of 10% SDS was added to each aliquot and incubated at 37 °C with shaking at 950 RPM for 60 min. 75 µL of 10% Triton X-100 was added and cells were incubated at 37 °C with shaking at 950 RPM for 60 min to quench. Chromatin was digested using 1500 U of *HindIII* per aliquot (NEB, R0104T) before overnight incubation at 37 °C with shaking at 950 RPM. Restriction sites were filled with Klenow (NEB, M0210L) using 10 µM Biotin-14-dATP, dCTP, dGTP and dTTP for 60 min at 37 °C. In nucleus blunt end ligation was performed using T4 DNA ligase (NEB, M0202S) in an 8 mL reaction volume including 82 µL of 10 mg/mL BSA (NEB, B9001S) for 4 hours at 16 °C. Cross-links were reversed using 60 µL of 10 mg/mL proteinase-K (Roche, 03115879001) per aliquot for 65 °C for 2 hours. Contaminating RNA was removed using 12.5 µL of RNase A (Roche, 10109142001) for 37 °C for 1 hour.

Ligated DNA was purified from the nuclei using phenol (Sigma) extraction followed by phenol/chloroform/isoamylalcohol (Sigma) extraction and ethanol precipitation. Precipitated DNA was thoroughly washed in 70% ethanol and dissolved in 25 μL TE (10 mM Tris-HCL, 1 mM EDTA, pH 8.0) per aliquot before aliquots were combined. DNA was quantified using the Qubit HS kit (as for ChIP-seq). Biotin was removed from non-ligated ends by incubating 30–40 μg of DNA with T4 DNA polymerase (NEB, M0203L) for 4 hours at 20 °C with dATP. DNA was re-purified using the phenol/chloroform/isoamylalcohol (Sigma) extraction method before ethanol precipitation, washed in 70% ethanol and dissolving the pellet in 130 μL of H2O. Sonication was performed using a Covaris (E220) instrument to generate fragments of approximately 400 bp in length. The following settings were used: Duty Factor 10%; Peak Incident Power (w): 140; Cycles per burst: 200; Time: 55 seconds. Sonicated DNA was end-repaired with T4 DNA polymerase (NEB, M0203L), DNA polynucleotide kinase (NEB, M0201L), Klenow fragment (NEB, M0210L) and dNTPs in 1× T4 DNA ligase buffer (NEB B0202S). dATP was added to the repaired ends in NEBuffer 2 with dATP and Klenow exo-(NEB M0212L) for 30 min at 37 °C. Size selection was performed using AMPure XP beads (Beckman Coulter, A63881) to select fragments between 200 and 650 bp in length. Biotinylated fragments were isolated using MyOne Streptavidin C1 Dynabeads (Life Technologies, 650.01) in Binding Buffer (5 mM Tris pH8, 0.5 mM EDTA, 1 M NaCl) for 30 min at room temperature, followed by washing in Tween Buffer (5 mM Tris, 0.5 mM EDTA, 1 M NaCl, 0.05% Tween) and No Tween Buffer (5 mM Tris, 0.5 mM EDTA, 1 M NaCl) before washing with and suspending in 1× ligation buffer (NEB, B0202S). Paired-end (PE) adapters (as provided by Illumina, but in this case ordered from Sigma and annealed inhouse) were ligated onto Hi-C ligation products still bound to MyOne beads for 2 hours at room temperature using T4 DNA ligase (NEB, M0202S), slowly rotating the samples (~10 RPM). Samples were washed with Tween Buffer and Binding Buffer before the beads were resuspended in NEBuffer 2. Hi-C DNA on beads was divided into 2.5 μL aliquots on strip tubes and amplified from the beads using 12 cycles of PCR amplification, PE PCR 1.0 and PE PCR 2.0 primers (Illumina) in 1× Phusion polymerase buffer (Phusion NEB F531) with 10 mM nucleotides using Phusion polymerase (NEB F531) in a total volume of 25 μL. PCR reactions were pooled and purified using AMPure XP beads before samples were eluted from the beads using 20 μL of TLE (10 mM Tris pH8.0, 0.1 mM EDTA). The concentration and size distribution of libraries was determined using the KAPA library quantification kit and Agilent Bioanalyzer platforms, respectively. Hi-C samples were sequenced paired-end in individual lanes using the HiSeq 2500 and HiSeq 4000 platforms (Illumina).

### ChIP-seq analysis

Reads were aligned using Bowtie2^52^ (v.2.2.4) against the hg19 genome build. No trimming was required as determined with FastQC (v.0.12, Simon Andrews). Duplicates were marked with samtools^53^ (v.1.9) and blacklisted regions (hg19) were removed^54^. Samples were checked for quality control metrics and extension sizes were calculated for each sample with the R Bioconductor package ChIPQC^55^ (v.1.32.2). Peaks were called with macs3 (v.3.0.0) initially with default parameters and then with the extension sizes determined. Peaks present in at least two of the replicates of a condition were combined into a consensus set for each condition. THOR^56^ (v.1.0.2) was used to normalise and to perform differential binding pairwise between conditions. The THOR-normalised signal was used for visualisation with the IGV genome browser^57^. HMGA1-dense regions were calculated by counting the number of peaks in rolling windows consisting of 100 kb bins with a step of 5 kb and then computing the inflection point of these values beyond which a region was classified as ‘dense’. ChIP-seq heatmaps were plotted using deepTools^58^ (v.3.1.0). Peak annotation was performed with the R Bioconductor package annotatR^59^ (v.1.22.0).

### Bulk RNA-seq analysis

Libraries were aligned using STAR^60^ (v.2.7.10) against the hg19 genome and transcriptome (GENCODE19) reference. We used n = 8 replicates per condition. Reads were counted over genes using the GENCODE19 annotation and the featureCounts functionality from the subread package^61^ (v.1.6.2). Differential expression analysis was performed pairwise using the R Bioconductor package edgeR^62^ (v.3.40.2). Gene set enrichment was performed using the R interface of EnrichR^63^, the enrichR package (v.3.2).

### scRNA-seq analysis

Single-cell RNA-seq libraries were processed using the CellRanger pipeline (10x Genomics)^64^ against the hg19 reference transcriptome. Read counts were further analysed using the R Bioconductor package Seurat^65^ (v.4.1.0). Hashtag demultiplexing was performed with HTODemux from Seurat and doublet identification was performed with DoubletFinder using the hashtag read counts. After selecting singlets, low-quality cells were filtered out (mitochondrial content above 5%). We used the edgeR Bioconductor package^62^ (v.3.40.2) for pseudobulk analysis. The Milo R Bioconductor package^32^ (v.1.4.0) was used for differential analysis testing on cell neighbourhoods. Gene set scores were calculated using UCell^66^ (v.2.2.0).

### Hi-C analysis

Libraries were aligned using HiC-Pro^67^ (v.3.1.0) against the hg19 genome. Experimental artefacts and duplicates were removed prior to counting reads in matrices corresponding to different resolutions. Agreement between replicates was tested with HiCRep^27^ (v.1.12.2), as well as by principal component analysis of the normalised and filtered count matrices at several resolutions. A/B compartment score was determined as before^8^, by performing PCA on distance-corrected ICE-normalized Hi-C matrices at 200 kb resolution using the R Bioconductor package diffHic^68^ (v.1.28.0). Differential interaction analysis was performed using the same package (diffHic). Network analysis of the differential interactions was performed using the igraph R package (v. 1.3.5, CRAN Csardi & Nepusz, 2006). The ggraph R package (v.2.2.0, Pedersen 2022 CRAN) was used for plotting the chromosomal networks. ICE-normalised and distance-corrected matrices were used for visualisation using HiCvizR^8^ (v.1.0). Briefly, coordinates matching both linear epigenetic tracks as well as Hi-C matrices in triangular shape are calculated and plotted so that the colour scale matches the normalised contact frequency.

### Image analysis

Immunofluorescence signal quantification was performed with the StarDist^69^ (v.0.8.3 nuclei segmentation) and the scikit-image^70^ (v.0.19.3 image processing) Python libraries. HMGA1 average signal was calculated for each labelled cell nucleus and the IL-8 average signal was calculated over an area around the nuclear boundary.

### Statistics and reproducibility

Genomics data and quantified immunofluorescence measurements were statistically analysed using R (v.4.2.2). Immunoblotting and immunofluorescence experiments were repeated twice or three times for each condition. No data were excluded from the analyses. Analyses of distributions of immunofluorescence intensity values, gene expression log-fold changes, enhancer connectivity, and genomic features were performed pairwise between pairs of conditions with P-values derived using two-sided Wilcoxon tests and visualised using the median and the 0.1, 0.25, 0.75, and 0.9 quantiles. Gene enrichment analysis was performed using Fischer’s exact test and the Benjamini–Hochberg multiple testing correction.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

Source data are provided as a Source Data file. All sequencing data generated during this study are available from the Gene Expression Omnibus (GEO) under the accession ID GSE245808. It contains bulk RNA-seq, scRNA-seq, Hi-C, and ChIP-seq data. We also used the following datasets which we previously published and deposited on GEO: Hi-C IMR90, CTCF and RAD21 ChIP-seq—GSE135093^8^, Lamin B1 ChIP-seq—GSE49341^22^, histone marks and ATAC-seq—GSE103590^16^ and GSE38442^71^, p53 ChIP-seq—GSE53491^36^, and C/EBPβ ChIP-seq—GSE180358^17^. Other public datasets (single-cell RNA-seq) we used are GSE131907^40^ (lung adenocarcinoma) and GSE183590^39^ (H1299 cell line). Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

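RNA-seq counts of 3 experiments were analysed. The first compared Grow, Grow-shA1, OIS and OIS-shA1 IMR90 fibroblasts with 8 libraries each. The second compared Grow-v-v, OIS-v-v, OIS-shCEBPB, OIS-shp53 and OIS-shCEBPB-shp53 IMR90 fibroblasts with 5 libraries each. The third compared 7 libraries of H1299 cells with 6 of H1299-shA1 cells. The authors prepared poly(A)-selected libraries with 1 of 2 stranded kits, sequenced them on HiSeq-4000 or NovaSeq-6000 instruments, aligned the reads to hg19 with STAR and counted them with featureCounts over the exons of GENCODE19 genes. Which libraries were made with which kit or instrument is not given in the labels. The values are raw counts for 44503 genes in each table, and the totals per library ran from 1903607 to 24890797. The methods and the table headers name different versions of the counting program, and the table of the second experiment has no header.

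Genes were named with a table that gave a symbol for 42738 of the 44503 identifiers (96%). Of the 170 genes in the lists used here, 169 were matched. Each comparison used the libraries of its 2 groups in edgeR 4.0.16 under R 4.3.3, with TMM factors, the filterByExpr function with its minimum of 10 counts, and the quasi-likelihood F test. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called changed, with no minimum fold change. The standard error of a log2 fold change was taken as its size divided by the square root of F. Interaction terms were fitted with all groups they involve in 1 model. CPM were computed with TMM factors over all libraries of a table. Lists of genes were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and the preset correlation of 0.01, and their p-values were adjusted over the 10 list tests. The genes named are those the paper names in the sentence concerned and, for each comparison, the 3 with the largest rise and the 3 with the largest fall among genes that passed the threshold, had a mean of at least 1 CPM over the libraries of the comparison and did not overlap between the groups, with the knocked-down genes set aside. Where no library of the lower group had more than 3 counts, the fold change is given as a lower bound against 3 counts.

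The fits were tested on simulated counts drawn from negative binomial distributions, with means, library sizes and dispersions taken from the real libraries and known changes of 1.5, 2 or 4-fold in 200 genes. With edgeR, 87.5% of these genes were recovered in the design of OIS-shA1 against OIS, 82.5% in that of OIS-shCEBPB, 91.5% in that of H1299, 83.5% for the interaction of shA1 with OIS and 68.5% for that of the 2 single knock-downs. Between 2.1% and 7.1% of the calls were false. With DESeq2 1.42.0, the false calls made up 5.9% to 18.7%. In a simulated list of 20 raised genes, camera called a rise, and in a list of 20 unchanged genes it did not.

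The alternatives were the DESeq2 test, upper-quartile factors, library sizes alone, no filter beyond 1 count, at least 10 counts in every library, an adjusted p under 0.01, fold changes of at least 1.5 and 2, the replicate number as a block, all groups in 1 fit, fry and camera with an estimated correlation, and each library left out in turn. Real groupings were set against up to 100 splits of the same libraries, the real one included. Comparisons that share controls were set against 20 simulations each. No library and no column was left out of the comparisons. Some results for single genes, 1 test among them, are not reported here. Hi-C, chromatin immunoprecipitation and single-cell data were not analysed here. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.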

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

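For *HRAS*, the test of normalization was chosen only after the result was seen, and the reading of the slope of H1299-shA1 replicate 3 was set after its value was seen. Among 207 groups of values in which single libraries were compared with the others, 20 held a library whose gap to the nearest other library was large against the range of the group. Chance gives about 10.3 such groups, and 5 of the 20 concern OIS replicate 4.

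OIS replicate 4 had 1903607 counts against 16088398 to 18475595 in the other 7 OIS libraries, and its gap made up 0.856 of the range. Its level lay above those of the other OIS libraries for *IL6* (1422 CPM, gap 0.669 of the range), *LUM* (41 CPM, 0.678) and *CDKN2A* (10.7 CPM, 0.667), and below them for *PDLIM4* (111 CPM, 0.574). Its deviation from the other OIS libraries was 0.838 on the log2 scale, against 0.264 to 0.297 for the others. Thinned to the same total, the others deviated by 0.641 at the median, so that low depth accounts for part of the distance but not for all. Of 637 genes that separate OIS from Grow, it lay nearer to OIS for 98.9%, and of 23 that separate OIS from OIS-shA1 for 100%. This argues against a mislabelled library. Its median position was 0.97 on a scale from Grow (0) to the other OIS libraries (1), and 0.91 on one from OIS-shA1. A library with a small admixture would also lie nearer to OIS, so a small admixture is left open. The cause of the low total was not tested.

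Grow replicate 1 lay above the other Grow libraries for *MMP3* (411 against 151 to 224 CPM, gap 0.719 of the range), *CSF2* (64.1 against 31.6 to 44.5 CPM, 0.603) and *CXCL5* (25.8 against 5.62 to 12.6 CPM, 0.654). Over 222 genes at least 8-fold higher in OIS, its excess amounted to 0.403% of the OIS level at the median. The medians of the other Grow libraries ran from -1.11 to -0.0585 on the same scale. Of these genes, 26.6% were higher in Grow replicate 1 than in every other Grow library. OIS cells mixed into Grow replicate 1 would need 4.33% for *MMP3*, 6.57% for *CXCL5* and 19.8% for *CSF2*. A mixture of that size was thus not found, while a smaller one is left open. No biological explanation was tested, since the design names no difference between Grow libraries.

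Other single libraries lay apart for 1 or 2 genes each, and their cause was not tested. In OIS-shA1 replicate 7 these were *IL8* (12518 CPM, gap 0.593 of the range) and *IL1A* (516 CPM, 0.57), and in OIS-shA1 replicate 4 *EGR3* (9.28 CPM, 0.698). In OIS replicate 6 they were *MMP1* (21622 CPM, 0.546) and *CCNB1* (16.5 CPM, 0.613), and in OIS replicate 7 *EGR2* (7.28 CPM, 0.579). In the Grow libraries they were *CDK1* in replicate 6 (120 CPM, 0.611), *TGFB1* in replicate 5 (169 CPM, 0.529) and *PDGFB* in replicate 7 (39.4 CPM, 0.541). In H1299 cells they were *MMP1* in replicate 1 (102 CPM, 0.612) and *MGP* in replicate 6 (1.78 CPM, 0.619).

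HMGA1 stood at 447 CPM in H1299-shA1 replicate 3 against 359 to 381 CPM in the other 5 libraries, with a gap of 0.75 of the range. A weaker knock-down was predicted to give this library the lowest slope of its changes on those of the others. Over 3113 genes, the slope was 0.6 for replicate 3 and 0.56 for replicate 7, so the predicted lowest slope of the 6 was not met. The other 4 slopes ran from 0.82 to 1.16. A weaker knock-down and another difference between the libraries cannot be told apart, since 2 libraries had low slopes and 1 of them had no high HMGA1.

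The effect of shA1 differed between OIS and Grow for 3281 genes by the interaction term. Among the genes named for comparisons of 2 groups, the log2 effect was lower in OIS by the following differences. They were -3.52 for *SERPINB4*, -2.29 for *LINC00452*, -1.65 for *MMP3*, -1.63 for *IL13RA2*, -1.46 for *EGR1*, -1.45 for *PDGFB*, -1.12 for *IL1B* and -1.04 for *CA9*. Smaller ones were -0.98 for *MMP1*, -0.81 for *CXCL2*, -0.79 for *CXCL1*, -0.77 for *FBLN2*, -0.56 for *CTGF*, -0.52 for *PLK1* and -0.48 for *TGFBI*. The smallest were -0.43 for *PCNA* and for *TOP2A*, -0.41 for *HRAS*, -0.40 for *VCAN* and -0.32 for *CDK1*. The effect was higher in OIS by 2.46 for *NRXN3*, 1.94 for *EVI2A*, 1.72 for *KITLG*, 1.66 for *DCN*, 1.16 for *FAP*, 0.85 for *COL1A2*, 0.78 for *COL15A1*, 0.62 for *LUM*, 0.45 for *TGFB1* and 0.43 for *BGN*. The highest edgeR adjusted p of these were 0.0417 for *CA9*, which passed in 19 of 35 fits, and 0.041 for *CXCL2*, which passed in 18 of 36, while *CDK1* passed in 31 of 36 and *NRXN3* in 34 of 35. *SERPINB3* and the gene without a symbol named for the double knock-down passed as well, but no Grow library held more than 0 and 2 of their counts, so no difference is given. *SERPINB4* shares sequence with *SERPINB3*, which leaves its counts uncertain. The state of the cells is the difference the design names, and why the effects differ was not tested.

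The genes given here and in the next 2 paragraphs lie outside those the paper discusses. They were among the 3 with the largest rise or the 3 with the largest fall of their comparison, with the knocked-down genes set aside, and none of these calls was lost when single libraries were left out. In Grow-shA1 cells, *SERPINB4* changed by 3.65 (standard error 0.37, edgeR adjusted p = 1.96e-08), *IL13RA2* by 2.43 (standard error 0.18, edgeR adjusted p = 1.12e-10), *NRXN3* by -3.08 (standard error 0.19, edgeR adjusted p = 3.77e-12), *MFSD2B* by -2.93 (standard error 0.12, edgeR adjusted p = 7.16e-16) and *RNU6-1* by -2.82 (standard error 0.21, edgeR adjusted p = 8.13e-11). *RNU6-1* belongs to a family of many copies, and *MFSD2B* overlaps a gene of the same strand over 464 bases. In OIS-shA1 cells, *EVI2A* changed by 2.25 (standard error 0.21, edgeR adjusted p = 1.98e-09), *SYT7* by 2.20 (standard error 0.12, edgeR adjusted p = 1.58e-13), *MUC5AC* by -3.90 (standard error 0.42, edgeR adjusted p = 3.61e-08), *MFSD2B* by -3.26 (standard error 0.12, edgeR adjusted p = 1.56e-17) and *LINC00452* by -2.79 (standard error 0.23, edgeR adjusted p = 2.47e-10). In OIS against Grow cells, *MUC5AC* was at least 39.4-fold, *LCE3D* at least 20-fold and a gene for which the gene name table gave no symbol at least 18.8-fold higher. *CXCL12* changed by -6.57 (standard error 0.19, edgeR adjusted p = 1.63e-22), *COL15A1* by -6.16 (standard error 0.10, edgeR adjusted p = 6.16e-28) and *HHIP* by -5.87 (standard error 0.21, edgeR adjusted p = 2.19e-20). The cause of these changes was not tested.

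With shCEBPB, *SFRP2* changed by 4.88 (standard error 0.37, edgeR adjusted p = 2.98e-06), *SLC7A14* by 4.18 (standard error 0.53, edgeR adjusted p = 0.000215) and *CST2* by 3.72 (standard error 0.35, edgeR adjusted p = 1.64e-05). In the same comparison, *SERPINB3* changed by -5.52 (standard error 0.74, edgeR adjusted p = 0.000298), *IGFBP1* by -5.03 (standard error 0.23, edgeR adjusted p = 7.43e-08) and *SERPINB4* by -4.97 (standard error 0.50, edgeR adjusted p = 3.24e-05). With shp53, *CA9* changed by 3.10 (standard error 0.63, edgeR adjusted p = 0.0163), *OAS2* by 2.85 (standard error 0.32, edgeR adjusted p = 0.000414) and *MMP9* by 2.72 (standard error 0.49, edgeR adjusted p = 0.00927). *BTG2* changed there by -4.30 (standard error 0.39, edgeR adjusted p = 0.000108), *SULF2* by -3.96 (standard error 0.54, edgeR adjusted p = 0.0017) and *CYFIP2* by -2.91 (standard error 0.24, edgeR adjusted p = 4.35e-05). In the double knock-down, *DCLK3* was at least 17.8-fold and *TNFSF11* at least 19.5-fold higher, and *OAS1* changed by 5.16 (standard error 0.45, edgeR adjusted p = 4.17e-06). *SERPINB3* was at least 17.8-fold lower, *SERPINB4* changed by -5.98 (standard error 0.49, edgeR adjusted p = 2.77e-06) and a gene for which the gene name table gave no symbol by -6.42 (standard error 0.92, edgeR adjusted p = 0.000233). The cause of these changes was not tested.

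In OIS-v-v against Grow-v-v cells, *LCE1F* was at least 22.1-fold and *IL36RN* at least 19.9-fold higher, and *LINC02154* changed by 7.30 (standard error 0.94, edgeR adjusted p = 4.48e-05). *CXCL12* changed by -4.94 (standard error 0.44, edgeR adjusted p = 2.23e-06) and *PDE7B* by -4.44 (standard error 0.23, edgeR adjusted p = 2.85e-08), and ENSG00000254510 was at least 12.3-fold lower. In H1299-shA1 cells, *RELN* changed by 1.66 (standard error 0.19, edgeR adjusted p = 1.12e-05), *CREG2* by 1.59 (standard error 0.21, edgeR adjusted p = 3.69e-05) and *PTPN22* by 1.54 (standard error 0.21, edgeR adjusted p = 4.42e-05). *PDE3A* changed by -2.02 (standard error 0.27, edgeR adjusted p = 3.76e-05), *ATCAY* by -1.47 (standard error 0.16, edgeR adjusted p = 6.4e-06) and *COL9A3* by -1.38 (standard error 0.08, edgeR adjusted p = 4.02e-10). The LCE genes share sequence, which leaves their counts uncertain. The cause of these changes was not tested.

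*HRAS* counts were lower than in OIS-v-v with shCEBPB, at a log2 fold change of -0.57 (standard error 0.07, edgeR adjusted p = 0.000259), and in the double knock-down, at -0.91 (standard error 0.07, edgeR adjusted p = 1.6e-06), in all 5 libraries of each. In OIS-shA1 against OIS the change was -0.21 (standard error 0.07, edgeR adjusted p = 0.0139), with no library below all OIS libraries. Across library sizes alone, upper-quartile factors and DESeq2, the change nearest to 0 in the 2 knock-downs was -0.5, which argues against normalization. The counts hold the transcripts of the *HRAS* gene and of the introduced *HRAS* together, and which of them fell was not tested.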

How the results depend on the processing

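The fits on the 2 sets of replicates, those with a term for the sets, the DESeq2 size factors in edgeR, the splits with 4 libraries of each group on each side, the share in the double knock-down with the replicate number as a block and the medians, correlations and shares with each library left out were chosen only after the result was seen. The other alternatives given here and the other tests on splits were set before the data were examined. Of 2896 fits of 125 results of single genes, 2836 kept their direction and their side of the threshold, 26 were weaker, 32 stronger and 2 reversed. The reversed ones were *RB1* in OIS-shA1 with library sizes alone, at -0.03, and HMGA1 in OIS-v-v against Grow-v-v in replicates 4 and 5 only, at -0.04. With library sizes alone, the median of all genes shifted by -0.086 in OIS-shA1, about as far as *RB1* did from its 0.06, so the reversal of *RB1* follows from the scaling. Neither gene passed the threshold in the main fit or the reversed one, and the cause for HMGA1 was not tested.

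Limits on the threshold lowered the counts by construction. At an adjusted p under 0.01, 2594 genes passed in Grow-shA1, 1274 with shCEBPB, 215 with shp53, 2708 in the double knock-down, 1097 in H1299-shA1, 2000 for the interaction of shA1 with OIS and 2 for that of the single knock-downs. With a fold change of at least 1.5, 737 passed in Grow-shA1, 981 in OIS-shA1, 4855 in OIS, 966 with shCEBPB, 235 with shp53, 1790 in the double knock-down, 3650 in OIS-v-v and 358 in H1299-shA1. With a fold change of at least 2, these counts were 257, 294, 2562, 455, 117, 817, 1969 and 72.

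In the second experiment the counts depended on how the replicates were handled. With the replicate number as a block, 4270 genes passed with shCEBPB, 3037 with shp53 and 104 for the interaction of the single knock-downs, and with a term for the 2 sets 4565, 3521 and 123. In replicates 1 to 3 only, the counts were 4408, 4578 and 463, and 7240 in the double knock-down, and in replicates 4 and 5 only, with 2 libraries per group, they were 3302, 717 and 294, and 3857 in the double knock-down. DESeq2 gave 1092 genes with shp53 and 30 for the interaction, and no filter beyond 1 count gave 3 for the interaction. In the experiments with shA1 the block changed the counts less, to 3962 in Grow-shA1, 4125 in OIS-shA1, 9827 in OIS and 2425 in H1299-shA1. Variation between the 2 sets of replicates raises the error where it is not modelled, as the values with a term for the sets show.

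With each library left out in turn, the counts ran from 3611 to 4055 in Grow-shA1, from 4422 to 5155 in OIS-shA1, from 9811 to 10169 in OIS, from 1808 to 2500 with shCEBPB, from 336 (without OIS-shp53 replicate 1) to 938 (without OIS-v-v replicate 4) with shp53, from 3739 to 5321 in the double knock-down, from 5437 to 6589 in OIS-v-v and from 1683 to 3122 in H1299-shA1. The interaction of shA1 with OIS ran from 3066 to 3449 and that of the single knock-downs from 2, without OIS-shCEBPB replicate 1, to 10, without OIS-shCEBPB replicate 5. The median of the SASP list ran from 0.80 to 0.86 in OIS-shA1, from 1.46 to 1.75 in Grow-shA1 and from -1.82 to -1.72 with shCEBPB.

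With the preset correlation, 9 of the 10 list tests had an adjusted p under 0.05 in limma's camera, with fry all 10 did, and with an estimated correlation 5 did. The estimated correlation left short of the threshold the SASP list in Grow-shA1, with its median of 1.54, the fibroblast markers in OIS-shA1, with 0.77, the cell cycle list in OIS-shA1, with -0.13, and the Notch list, with -0.14, and fry put the fibroblast markers with shCEBPB, at -0.39, past it. The median of the Notch list ran from -0.17 to -0.13 with each library left out, and its test fell short of the threshold without H1299-shA1 replicate 7. The share of the first principal component was 53.0% with each gene scaled to unit variance and 69.5% without OIS as a point. The share of genes with a larger change in the double knock-down was 24.1% with separate controls, which also set the 2 sets of replicates apart. The difference between the sets then enters the single and the double changes with opposite sign, which lowers this share by construction. With shared controls it was 54.8% with the replicate number as a block and 56.9% in replicates 1 to 3 only, against 53.9% in the main fit. Of the interferon genes, 0 reached 10 counts in an OIS library.

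Among 100 splits of the same libraries, the real one included, 1 gave as many genes as the real one for each comparison but 1, and for the interaction of shA1 with OIS. For shp53, 3 splits did, and the other 2, with 3046 and 2964 genes against 594, put all 4 libraries of replicates 4 and 5 in 1 group. Of the 16 splits that part the libraries of every replicate number, the others gave at most 0 genes, and only the real one gave 594. For the interaction of the single knock-downs, 2 of the 100 splits gave as many genes as the real one, the other with 1185 genes and an uneven share of replicates 4 and 5. The medians of the lists were matched by the real split alone, except for the cell cycle list in OIS-shA1, with 2 of 100. The correlations of OIS-shA1 with the knock-downs were matched by 44 of 100 splits for shCEBPB, 13 for shp53 and 75 for the double knock-down, but splits that mix the 2 groups unevenly still hold part of the effect of shA1. Of the 28 splits with 4 libraries of each group on each side, 13, 1 and 22 gave a correlation as far from 0. Those with shCEBPB and the double knock-down were thus no larger than other groupings of the same libraries gave, while for shp53, at 0.11, this is left open. The low depth of OIS replicate 4 limits genes with few counts, and of the fits that each left out 1 library, the one without it gave the highest count in OIS-shA1, 5155.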

Differences from the paper's values

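The paper reports 967 genes changed with shA1 in Grow cells, and 3905 passed here. The paper reports 1,365 genes changed with shA1 in OIS cells, and 4784 passed here. Of the alternatives set before the data were examined, a fold change of at least 1.5 gave counts within 1.5 times those of the paper, with 737 and 981 genes. A fold change of at least 2 gave 257 and 294, an adjusted p under 0.01 gave 2594 and 3330, and the other alternatives gave 3611 to 4116 and 4084 to 5590.

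The paper places *BGN* among genes that fall further with shA1, and *BGN* was higher in OIS than in Grow libraries here, by 0.25.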

Other observations

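The test of a lower *HRAS* signal was chosen only after the result was seen, and so were the genes named for the double knock-down.

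In the second experiment, libraries of replicates 1 to 3 of different groups resembled each other, Grow-v-v included, with median correlations of their deviations from 0.24 to 0.30, as did those of replicates 4 and 5, with 0.41 and 0.42, while correlations across the sets ran from -0.31 to -0.36. Between the sets, 7527 of 13873 genes differed. The total counts of the sets overlapped in 4 of the 4 OIS groups, which argues against library size there. In Grow-v-v they did not overlap, so library size stays open for that group. Its replicates 1 to 3 held 17447645 to 20390180 counts, and 4 and 5 held 14995109 and 14544053. In the 4 OIS groups, exon AT content and length explained at most 4.61% of the variance of the difference, and in Grow-v-v 6.33%. These low shares argue against GC content or gene length bias as the main cause. The labels name no batch, so a difference of library kit, instrument or cell batch stays open and was not tested.

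On the first principal component of the knock-downs, OIS-shA1 lay 13.6 from OIS on the side away from the double knock-down. Of 200 shuffles of its fold changes across genes, 200 landed on that side, and 94 at least as far out. The position of OIS-shA1 and the construction of an analysis of 5 points cannot be told apart, because shuffled values gave the same median distance. On an axis made without OIS-shA1, it lay at 0.9, against -42.5 for shCEBPB, -7.1 for shp53 and -53.2 for the double knock-down.

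Against the changes of OIS moved 74.3% of the 2225 genes changed with shCEBPB, 59.1% of 577 with shp53 and 70.9% of 4368 in the double knock-down. A lower *HRAS* signal could contribute where *HRAS* counts fell. In OIS-shA1, where *HRAS* counts were also lower, the SASP list rose by 0.83. *HRAS* fell with shCEBPB and in the double knock-down, so there a lower *HRAS* signal and the loss of the knocked-down proteins cannot be told apart. With shp53, *HRAS* changed by -0.23 (edgeR adjusted p = 0.0835). This did not pass the threshold in the main fit but did in replicates 1 to 3 only, so a smaller fall is left open.

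Of the 621 genes raised in OIS and by shA1, the double knock-down lowered 269 (43.3%), against 43.6% of the 461 lowered by shA1 and 37.8% of all 2553 raised in OIS. Of 1000 draws matched for expression, 17 had an overlap as large, with a mean of 244.2. Expression level alone thus seldom gave such an overlap, but it is not excluded. Genes lowered by shA1 overlapped to the same degree, so the overlap was not particular to genes raised by shA1.

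The rank correlation of the OIS-shA1 changes with the AT content of the 200 kb bin around a gene was 0.19. It was 0.081 after exon AT content, exon length and expression level were held constant, which argues against these as the whole cause. In H1299-shA1 the 2 values were 0.14 and 0.125, but in Grow-shA1 0.01 and 0.024, so in Grow cells the changes hardly followed AT content. The rank correlation of the shA1 changes in OIS and H1299 cells was 0.19 over 12242 genes, HMGA1 left out. It was 0.16 with exon length, exon AT content and expression level held constant.

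In the double knock-down, the 6 genes that departed from the sum of the single effects were *ODC1* by 0.66, *TRIM22* by 0.89, *LHFPL2* by -0.40, *COLEC12* by 0.46, *FAM210B* by -0.45 and *ARSI* by -0.92. *ODC1* passed in 27 of 27 fits, *TRIM22* in 26 and the others in 13 to 19.

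In OIS-shA1 against OIS, *CEBPB* changed by 0.18 (standard error 0.06, edgeR adjusted p = 0.0283), a call lost in 6 of 16 fits that each left out 1 library. HMGA1 changed by 0.12 (standard error 0.20, edgeR adjusted p = 0.662) in OIS-v-v against Grow-v-v. With each library left out in turn, this change ran from 0.02 (without OIS-v-v replicate 4) to 0.33 (without Grow-v-v replicate 5). It passed the threshold in replicates 1 to 3 only, a fit chosen after the result was seen.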
